# Genome scale patterns of supercoiling in a bacterial chromosome

**DOI:** 10.1038/ncomms11055

**Published:** 2016-03-30

**Authors:** Avantika Lal, Amlanjyoti Dhar, Andrei Trostel, Fedor Kouzine, Aswin S. N. Seshasayee, Sankar Adhya

## Abstract

DNA in bacterial cells primarily exists in a negatively supercoiled state. The extent of supercoiling differs between regions of the chromosome, changes in response to external conditions and regulates gene expression. Here we report the use of trimethylpsoralen intercalation to map the extent of supercoiling across the *Escherichia coli* chromosome during exponential and stationary growth phases. We find that stationary phase *E. coli* cells display a gradient of negative supercoiling, with the terminus being more negatively supercoiled than the origin of replication, and that such a gradient is absent in exponentially growing cells. This stationary phase pattern is correlated with the binding of the nucleoid-associated protein HU, and we show that it is lost in an HU deletion strain. We suggest that HU establishes higher supercoiling near the terminus of the chromosome during stationary phase, whereas during exponential growth DNA gyrase and/or transcription equalizes supercoiling across the chromosome.

## Abstract (web summary)

Bacterial DNA primarily exists in a negatively supercoiled or under-wound state. Here, by mapping the supercoiling state, the authors show that there is a gradient of supercoiling across the bacterial chromosome with the terminus being more negatively supercoiled than the origin.

DNA from living cells is mostly negatively supercoiled *in vivo*^1^. This negative supercoiling is important for transcription, replication and recombination^2^,^3^,^4^,^5^,^6^ and is brought about by the combined action of transcription, replication, topoisomerase activity, and the binding of proteins such as bacterial nucleoid-associated proteins (NAPs) to DNA.

During transcription, the moving RNA polymerase creates a region of positive supercoiling (overwinding) in front of itself and negative supercoiling (underwinding) behind^7^,^8^. In *Escherichia coli*, these negative supercoils are relaxed by the action of Topoisomerase I and the positive supercoils are relaxed by ATP-dependent DNA gyrase, so that the balance between the activities of the two enzymes determines the overall level of supercoiling^7^,^8^. This is referred to as unconstrained supercoiling. Supercoiling can also be constrained by nucleoid-associated proteins such as H-NS, HU and FIS. HU is present in ∼30,000 dimers per cell^9^,^10^ and is the most conserved NAP across bacterial species. It binds across the bacterial chromosome and has been shown to constrain negative supercoils on DNA *in vitro*^11^,^12^,^13^. This is in conflict with transposon insertion screens^14^, which identified H-NS and FIS, but not HU or its homologue IHF, as modulators of DNA supercoiling. However, other studies^15^,^16^ have seen reduced supercoiling of both plasmid and chromosomal DNA in HU knockouts. H-NS, a gene silencer that binds in long tracts to A+T-rich and / or intrinsically bent DNA, has been shown to constrain negative supercoils both *in vivo* and *in vitro*^17^,^18^. FIS, the most abundant NAP during exponential growth of *E. coli,* constrains a low superhelical density *in vitro* and also modulates the activity of DNA gyrase^19^,^20^.

The extent of supercoiling is sensitive to changes in the extracellular environment such as nutrient starvation^21^, anaerobic growth^22^, osmotic shock^23^,^24^, and temperature^25^. It also acts as a global regulator of gene expression, with sets of genes showing distinct changes in expression upon changes in supercoiling^26^,^27^. As a result, the superhelical state of the DNA connects environmental changes to gene expression states. One condition where chromosomal supercoiling has been suggested to respond to an environmental change and regulate gene expression is stationary phase. *E. coli* cells enter stationary phase upon exhaustion of nutrients; in this state, transcription, translation and proliferation are reduced and cells become more stress-tolerant. Many of the changes in gene expression underlying this process are attributable to the reduced activity of the housekeeping sigma factor σ^70^ and the increased activity of the alternative sigma factor σ^38^ (ref. 28). Average chromosomal supercoiling decreases during stationary phase^21^,^26^,^29^ and it has been suggested that this contributes to the reduced synthesis of ribosomal RNA^30^ and increased activity of σ^38^ over σ^70^ (ref. 29).

Despite these studies, we do not know whether there exists a global pattern to supercoiling along a bacterial chromosome. Based on ChIP-chip (chromatin immunoprecipitation) studies of DNA gyrase, it has been suggested^31^ that during exponential growth there is a gradient of supercoiling with the origin of replication more negatively supercoiled than the terminus. However, this is an indirect measure of supercoiling, one step away from a direct measure of superhelical density.

Here we address this gap using psoralen crosslinking of chromosomal DNA followed by DNA microarray experiments. We find that the stationary phase *E. coli* chromosome displays a gradient of negative supercoiling, with maximal supercoiling near the terminus, and that this gradient is lost in exponential phase. This gradient is also absent in a strain lacking the nucleoid-associated protein HU. We suggest that HU binding maintains negative supercoiling around the terminus in stationary phase, and that DNA gyrase and / or transcriptional activity near the origin equalize supercoiling across the chromosome in exponential phase.

## Results

### Measuring genome-wide supercoiling with psoralen

Psoralens are furanocoumarin compounds that intercalate between DNA base pairs and form crosslinks with DNA under ultraviolet light^32^,^33^. Psoralen binds preferentially to negatively supercoiled DNA^34^, with the frequency of crosslinking being proportional to the superhelical density of the DNA^35^,^36^. Intercalation of psoralen and its derivatives has therefore been used as a measure of average supercoiling of *E. coli* plasmids and genomic DNA^36^, and supercoiling near specific genes^37^. More recently, it has been used to measure local supercoiling across the genome in yeast^35^ and human cells^38^,^39^. It is to be noted here that psoralen crosslinking measures the contribution of twist, but not writhe, to the degree of supercoiling.

We grew *E. coli* cells to mid-exponential or stationary phase in LB medium (growth curves in Supplementary Figure 1), treated them with trimethylpsoralen (hereafter referred to simply as psoralen) and exposed them to UV light. Under these conditions, psoralen enters cells, intercalates between DNA base pairs, and crosslinks the two strands of DNA at a rate proportional to the local superhelical density^35^,^36^,^38^.

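Psoralen binding was analysed here in wild-type E. coli K-12 MG1655, a laboratory strain, in stationary phase (OD600 of 2.4, 3 biological replicates) and in mid-exponential phase (OD600 of 0.95, 2 biological replicates). Trimethylpsoralen slips between DNA base pairs and, under UV light (45 s in these experiments), links the strands covalently. From each culture the crosslinked and the non-crosslinked DNA were hybridized to separate arrays of 1150080 probes. Each probe is 25 bases long, and 99.4% of neighbouring probes start 4 bases apart. The authors subtracted the background of control probes of the same G+C content, applied quantile normalization to all arrays, took log2, subtracted the non-crosslinked from the crosslinked signal and smoothed the result over 1.1 kb. The deposited values are these smoothed log2 ratios, 1 per probe and replicate, so neighbouring probes are not independent. Here each replicate was centred on its mean over all probes. Because of the quantile normalization and the centring, the values compare places on the chromosome with each other and do not give the total supercoiling of a culture. Regions were measured as means over 928 bins of 5 kb, with the terminus (Ter) taken as the 200 kb around 1.6 Mb and the origin (Ori) as the 200 kb around 3.9 Mb. Whether a difference between these places was larger than between other places at the same distance was tested by turning the profile around the chromosome in all 928 steps of 1 bin (circular-shift permutation test, two-sided, smallest possible p = 0.0011). For genes, open reading frames were called with Prodigal on the sequence rebuilt from the probes, and 3882 of 4316 received a gene name from the lengths and spacing of their neighbours. Means over the 4315 reading frames with at least 20 probes were tested with limma over all 7 wild-type and ΔhupAB ratios, with Benjamini-Hochberg adjustment. The fit gives each reading frame or bin 1 spread shared by all groups, so a call in 1 group also depends on the spread in the others. Coordinates are those of the deposited probes, counted from 1. The precision rests on 3 or 2 array pairs per condition.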

Following this principle, we standardized a method to measure the extent of psoralen crosslinking along the *E. coli* chromosome by fragmenting DNA and hybridizing crosslinked and non-crosslinked DNA fragments separately to high-resolution tiling microarrays that cover the entire *E. coli* genome. Since crosslinking by psoralen increases with local supercoiling, we expected that the more negatively supercoiled a given portion of the genome was at the time of psoralen treatment, the more it would be enriched in the crosslinked fraction relative to the non-crosslinked fraction. We calculated this enrichment in the form of the log_2_ ratio of the crosslinked and the non-crosslinked fluorescent signals corresponding to each probe on the microarray. The enrichment ratios were represented as a function of the position on the chromosome to which the corresponding probe mapped. The noisy nature of the data necessitated smoothing of the signal, and the degree of smoothing was as small as possible to provide replicate correlations of 0.75 or greater (Supplementary Figure 2). 

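The stationary-phase profiles of the 3 wild-type replicates rose and fell together along the chromosome. At the deposited smoothing of 1.1 kb, Pearson's r over all probes was 0.755 for replicates 1 and 2, 0.812 for replicates 2 and 3, and 0.868 for replicates 1 and 3. The mid-exponential replicates had r = 0.755. In means over 5 kb bins, r lay between 0.827 and 0.902 in stationary phase and was 0.775 in mid-exponential phase. A stationary and a mid-exponential replicate also shared much of their profile, with r between 0.476 and 0.841 over the 6 pairs. These are correlations across positions of the chromosome, which are not independent replicates.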

The smoothed and log-transformed ratio between the signals from the crosslinked and the non-crosslinked fractions was taken as a measure of psoralen binding and thus of local negative supercoiling^38^.

### A terminus centric supercoiling gradient in stationary phase

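In stationary phase, psoralen binding was higher over the terminus than over the origin in 3 of 3 replicates. The mean log2 ratio in the 200 kb at Ter was 0.075 ± 0.019 (SD, n = 3), and in the 200 kb at Ori it was -0.0033 ± 0.0081 (SD, n = 3). Ter exceeded Ori by 0.078 ± 0.027 (SD, n = 3), which is 1.06-fold on a linear scale, with 0.10, 0.080 and 0.051 in the single replicates. The dif site (1588774 to 1588801), where chromosome dimers are resolved, lay in a 200 kb window with a mean of 0.079 ± 0.019, and the window at oriC had -0.0075 ± 0.014 (SD, n = 3 each). Among the macrodomains, which are large chromosomal regions whose DNA interacts mostly within the region, TER had the highest mean, 0.033 ± 0.011. The means were -0.019 ± 0.0031 in ORI, -0.021 ± 0.0043 in LEFT and 0.0050 ± 0.0054 in RIGHT. The non-structured regions had -0.017 ± 0.011 on the right arm and 0.0053 ± 0.0010 on the left arm (SD, n = 3). The difference between Ter and Ori was larger than that between most other pairs of places at the same distance (circular-shift permutation test, p = 0.0194). This p was 0.103 in windows of 100 kb, 0.356 in windows of 400 kb and 0.0571 without stationary replicate 2. Ter and Ori also differ in A+T content, with which psoralen binding rises.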

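Genes followed the same division. Of the 970 reading frames in the TER macrodomain, 43.3% lay above the chromosome mean in stationary phase and 19.0% below it at an adjusted p under 0.05 (limma), against 32.1% above and 29.3% below among the 803 in ORI. Over the whole chromosome 1559 reading frames were above the mean and 1117 below it, or 1347 and 1251 with each replicate centred on its median. The median A+T content was 50.6% in the first group and 45.5% in the second. Genes of lipopolysaccharide and capsule synthesis were among the highest: 24 of 39 were above the mean and 7 below, the same when adjusted over the list alone (camera adjusted p = 0.0319, adjusted p = 0.541 with an estimated correlation). They included waaU, with 0.48 ± 0.27, and waaL, the O-antigen ligase, with 0.44 ± 0.25 (SD, n = 3). Of 66 genes known to be silenced by the nucleoid-associated protein H-NS, 41 were above the mean and 3 below, or 42 and 3 when adjusted over the list alone. Their median was 0.13 (camera adjusted p = 5.6e-05, adjusted p = 0.436 with an estimated correlation), and adiY, a regulator of acid resistance, had 0.42 ± 0.15 (SD, n = 3). Of 135 genes of cryptic prophages, 74 were above and 27 below (74 and 28 when adjusted over the list alone; camera adjusted p = 0.0325, adjusted p = 0.573 with an estimated correlation). The prophage genes also held some of the lowest values, such as yagF with -1.26 ± 0.23 and yagG with -0.87 ± 0.23 (SD, n = 3). Iron uptake genes were mostly low, with 21 of 33 below the mean and 6 above (the same over the list alone; camera adjusted p = 0.0012, adjusted p = 0.397 with an estimated correlation), among them fecR with -0.56 ± 0.072 and fhuB with -0.47 ± 0.12 (SD, n = 3). Flagellar and chemotaxis genes had 23 of 52 below and 7 above (the same over the list alone; camera adjusted p = 0.0058, adjusted p = 0.397 with an estimated correlation), and fliK had -0.47 ± 0.12 (SD, n = 3). Of 40 genes of transcription and energy metabolism, 18 were below and 6 above (the same over the list alone; camera adjusted p = 0.0070, adjusted p = 0.436 with an estimated correlation), such as nuoH of respiratory complex I with -0.41 ± 0.16 (SD, n = 3). After correction for the A+T content of the genes, the camera call held for the flagellar list (adjusted p = 0.0385) and for none of the other lists named here, and the median of the iron uptake list turned to 0.017. With the A+T content of 1.1 kb around each probe the flagellar call was lost too (adjusted p = 0.107).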

In stationary phase, we observe that negative supercoiling is greatest close to the terminus of the chromosome and decreases in either direction (Fig. 1a). 

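Over single 5 kb bins psoralen binding varied more widely than in the 200 kb moving average. The highest bin, from 3795001 to 3800000, covers the waa genes that build the lipopolysaccharide core and had a mean log2 ratio of 0.39 (adjusted p = 0.0020, limma). Its replicates had 0.67, 0.27 and 0.23, and the p rests on a spread shared with the other groups, not on these 3 values alone. The lowest bin, from 280001 to 285000, covers yagE, yagF and yagG of a cryptic prophage and had -0.91 (adjusted p = 2.6e-05, limma). Next lowest outside that prophage was the bin from 4315001 to 4320000, with the phn genes of phosphonate use, at -0.59. In the 200 kb moving average, replicate 1 ranged from -0.10 at 2.6 Mb to 0.10 at 1.6 Mb. Replicate 2 ranged from -0.073 at 0.27 Mb to 0.086 at 1.56 Mb, and replicate 3 from -0.082 at 2.6 Mb to 0.065 at 1.56 Mb. The width from the lowest to the highest value over the replicates was 0.20, and it was 0.12 with a window of 400 kb.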

The range of psoralen binding is from −0.1 to 0.1, consistent with similar data from human chromosomes^38^. Earlier experiments^35^,^36^ have shown that DNA with high physiological levels of negative supercoiling has only about twofold higher psoralen intercalation than relaxed DNA. The terminus region of the chromosome has higher A+T content, and psoralen is known to have a preference for binding to A+T-rich DNA^35^. However, the gradient of supercoiling during stationary phase remains when the signal is corrected for the A+T content of the microarray probes (Supplementary Figure 3), indicating that the observed higher psoralen binding around the terminus is not merely an artifact due to its preference for the higher A+T content in this region. 

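Regions rich in A+T had high psoralen binding in each of the 3 stationary-phase replicates. The 200 kb at Ter is 51.4% A+T and the 200 kb at Ori 48.6%, against 49.2% over the chromosome. Over the 5 kb bins, r between psoralen binding and A+T content was 0.786, 0.664 and 0.592 in replicates 1, 2 and 3, and 0.0011 was the circular-shift permutation p in each, the smallest possible. Psoralen binding rose by 0.36, 0.24 and 0.18 log2 units per 10 percentage points of A+T content. The relation was present inside the TER macrodomain, where r was 0.560 to 0.781 over the replicates, as well as outside it, where r was 0.594 to 0.783. The highest bin, over the waa genes, is 67.6% A+T. The lowest, over yagE, yagF and yagG, is 38.3% A+T, and the bin over phnF to phnM is 38.8%.

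**Figure D1:**
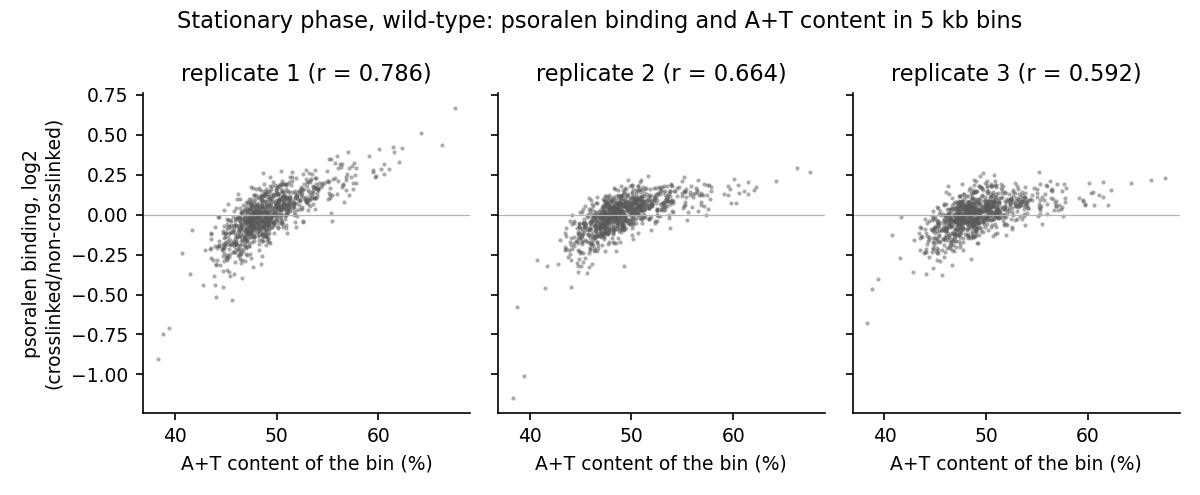
Mean psoralen binding (log2 of crosslinked over non-crosslinked, centred on the chromosome mean) against A+T content (%) for the 928 bins of 5 kb, in each wild-type stationary-phase replicate. Each point is 1 bin, and r falls from 0.786 to 0.592 between the panels with the highest and the lowest correlation.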

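After correction for the A+T content of the 25 base probes, with residuals of a smooth fit in each replicate, the terminus remained above the origin in 3 of 3 replicates. Ter minus Ori was 0.065 ± 0.022 (SD, n = 3), or 83.6% of the uncorrected difference, with single replicates from 0.042 to 0.086. This difference passed the circular-shift permutation test (p = 0.0302), and a straight line in place of the smooth fit gave 0.066. It did not pass in windows of 100 kb (0.069, p = 0.134) or 400 kb (0.026, p = 0.432) or without stationary replicate 2 (0.064, p = 0.0700, circular-shift permutation tests). Over the 5 kb bins, the mean corrected profile still had r = 0.658 with A+T content. The residuals were taken from the deposited values, which were already smoothed over 1.1 kb, so that each value also carries its neighbours' A+T content. With a fit on the A+T content of the 5 kb bins, Ter minus Ori was 0.0080 ± 0.0087 (SD, n = 3), or 10.2% of the uncorrected difference (circular-shift permutation test, p = 0.645). With the A+T content of the 1.1 kb around each probe, a correction chosen after the data were seen, it was 0.0097 ± 0.0092 (SD, n = 3, circular-shift permutation test, p = 0.553). Of the 2676 reading frames above or below the chromosome mean, 1666 also passed after this correction, and 2233 passed in all (adjusted p under 0.05, limma). After it the LPS genes waaU and waaL kept 0.15 and 0.14 log2 units above the mean (adjusted p = 0.0027 and 0.0058, limma), less than before, and appY, an H-NS-silenced regulator with 0.37 ± 0.14 before, had 0.012 (adjusted p = 0.813, limma). The paper corrected for the A+T content of the probes, and from the gradient that remained it concludes that the higher psoralen binding around the terminus does not come merely from the A+T preference of psoralen. It does not state whether that fit was made before or after the smoothing over 1.1 kb, so the corrections here may differ from it.

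**Figure D2:**
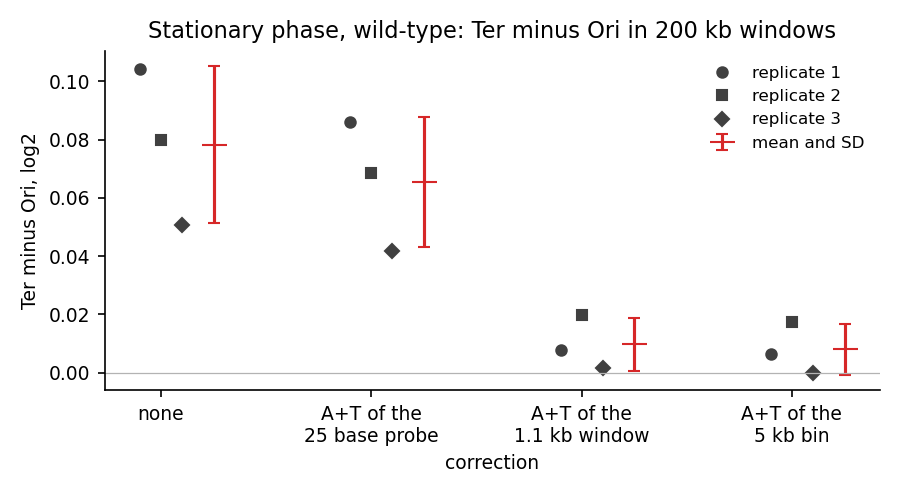
Ter minus Ori (log2, 200 kb windows) in each wild-type stationary-phase replicate without correction and after 3 corrections for A+T content. Grey symbols are replicates and red bars the mean with SD (n = 3), which falls from 0.078 without correction to 0.0080 with the A+T content of the 5 kb bin.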

In exponential phase, the level of negative supercoiling is similar across the chromosome, with the origin only slightly more negatively supercoiled than the terminus (Fig. 1b).

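In mid-exponential phase, psoralen binding at the terminus and at the origin differed by less than the spread between replicates. The mean log2 ratio was 0.024 ± 0.0051 at Ter and 0.026 ± 0.0061 at Ori (SD, n = 2). Ter minus Ori was -0.0018 ± 0.011 (SD, n = 2), positive in replicate 1 (0.0061) and negative in replicate 2 (-0.0097), and did not pass the circular-shift permutation test (p = 0.909). The macrodomain means were 0.0023 ± 0.0038 in TER, 0.0051 ± 0.0031 in ORI, -0.014 ± 0.0039 in LEFT and 0.0058 ± 0.0070 in RIGHT (SD, n = 2). The 200 kb moving average reached from -0.054 to 0.042 over both replicates, with its highest value at 1.56 Mb in replicate 1 and at 3.96 Mb in replicate 2. Over the 5 kb bins psoralen binding correlated with A+T content with r = 0.408 in replicate 1 and 0.056 in replicate 2 (circular-shift permutation tests, p = 0.0011, the smallest possible, and p = 0.117). Of the reading frames, 387 were above the chromosome mean and 356 below it at an adjusted p under 0.05 (limma), or 304 and 404 with each replicate centred on its median and 669 and 594 with each scaled to one SD. The highest included mltG, a lytic transglycosylase of the cell wall, with 0.29 ± 0.11, and btuB, the vitamin B12 receptor, with 0.23 (adjusted p = 0.0056, limma). The lowest included yagF with -0.91 ± 0.24 and dmsD, a maturation factor of an anaerobic reductase, with -0.49 (adjusted p = 0.00039, limma). Iron uptake genes were low as a list, with 8 of 33 below the mean and 4 above, or 12 and 6 when adjusted over the list alone (camera adjusted p = 0.0232, adjusted p = 0.496 with an estimated correlation). This call was also lost after correction for the A+T content of the genes (adjusted p = 0.395), with the median at -0.0097 instead of -0.067. Without mid-exponential replicate 1 or replicate 2, where the lone replicate is assumed to vary like the other groups, 11 and 6 reading frames passed. It was 380 without either ΔhupAB replicate, and 1325 and 1128 without stationary replicate 1 or 2.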

### Factors influencing exponential phase supercoiling

DNA gyrase introduces negative supercoils into the chromosome by an ATP-dependent mechanism^40^. The activity of DNA gyrase depends on the cellular [ATP]/[ADP] ratio and therefore increases during exponential growth. As a result, the average negative supercoiling of the entire chromosome is higher in exponential phase than in stationary phase^21^,^26^,^29^. However, DNA gyrase does not bind uniformly across the genome in exponential phase; its binding is lowest at the terminus and increases toward the origin^41^. Since the gradient of DNA gyrase binding is opposite to that of stationary phase supercoiling, we reasoned that DNA gyrase might be one of the factors responsible for neutralizing the supercoiling gradient in exponential phase. The difference between the exponential and stationary phase supercoiling levels across the chromosome is plotted in Fig. 2a. 

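Between stationary and mid-exponential phase, psoralen binding relative to the chromosome mean moved down at the terminus and up around the origin. The mid-exponential minus stationary difference was -0.051 in the 200 kb at Ter and 0.029 in the 200 kb at Ori. In the 200 kb moving average it was lowest at 1.56 Mb, with -0.058, and highest at 4.22 Mb, with 0.047. Of the 5 kb bins, 20 of 178 in the ORI macrodomain rose and 3 fell, and in TER 1 of 200 rose and 15 fell (adjusted p under 0.05, limma). Over the chromosome 46 bins rose, with a mean A+T content of 45.0%, and 41 fell, with 55.6%. Ter minus Ori changed by -0.080 (standard error 0.017), and each mid-exponential replicate lay below each stationary one. The circular-shift permutation p of this change was 0.0280, and the exact permutation p over the replicates was 0.1, the smallest that 3 against 2 allow. No 5 kb bin passed when the fit held only these 5 ratios, when any single mid-exponential or ΔhupAB replicate was left out, or after correction for probe A+T content, and centring on the median gave 42 bins that rose and 11 that fell. Scaling each replicate to one SD left 0 bins that rose and 3 that fell. The change of Ter minus Ori had p = 0.0647 without stationary replicate 2, p = 0.199 in windows of 400 kb (-0.049), p = 0.0841 with each replicate scaled to one SD (-0.054) and, with -0.020, p = 0.207 after correction for the A+T content of 1.1 kb (circular-shift permutation tests).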

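No single gene passed the comparison of mid-exponential with stationary phase (0 of 4315 reading frames in limma, 1179 at an unadjusted p under 0.05). The 5 with the smallest p, all at an adjusted p of 0.0635, were phnC of phosphonate transport with 0.33 (standard error 0.043), fecB of iron citrate uptake with 0.27 (0.042), damX with 0.29 (0.044), emrE, a multidrug transporter, with -0.33 (0.049) and tdk, thymidine kinase, with -0.29 (0.043). Without stationary replicate 2, 548 reading frames passed, without replicate 1 it was 18 and without replicate 3 it was 25. As lists, H-NS-silenced genes had a median difference of -0.11 (camera adjusted p = 2.8e-09), and 16 of them fell when adjusted over the list alone. Prophage genes had -0.089 (camera adjusted p = 4.6e-06, and 21 fell and 1 rose over the list alone) and lipopolysaccharide and capsule genes -0.099 (camera adjusted p = 0.0015, and 7 fell over the list alone). Genes of transcription and energy metabolism had 0.088 (camera adjusted p = 0.00014, and 0 passed over the list alone), iron uptake genes 0.058 (camera adjusted p = 0.0015, and 5 rose over the list alone) and flagellar genes 0.036 (camera adjusted p = 0.0145, and 0 over the list alone). All 6 list calls were lost with an estimated correlation (adjusted p = 0.323 for each). After correction for the A+T content of the genes, the call held for the transcription and energy list (adjusted p = 0.0203, and 0.0401 with the A+T content of 1.1 kb), and the calls of the H-NS-silenced (adjusted p = 0.0878), flagellar (0.262), prophage (0.329) and lipopolysaccharide (0.395) lists were lost. The median of the iron uptake list turned to -0.022 (adjusted p = 0.644).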

Negative supercoiling increases more around the origin than the terminus in exponential phase, and the pattern of this increase is similar to that of DNA gyrase binding across the chromosome^41^ which is plotted in Fig. 2b. A scatter plot of the change in supercoiling from stationary to exponential phase against DNA gyrase binding to each gene (Fig. 2c) illustrates the positive correlation between the two (permutation test, *P*<10^−5^). This suggests that this pattern of increased supercoiling may be created, at least in part, by the action of DNA gyrase.

Previous literature has identified sequence motifs to which DNA gyrase preferentially binds. These include the G+C-rich Repetitive Extragenic Palindromic (REP) sequences^42^, which are present in ∼700 copies in the *E. coli* chromosome. The density of REP sequences is highest near the origin and lowest at the terminus (Supplementary Figure 4a), somewhat similar to the pattern of DNA gyrase binding, and genes near REP sequences show higher DNA gyrase binding (Supplementary Figure 4b, Wilcoxon test *P*<10^−3^).

However, in addition to this, the function of DNA gyrase is tightly linked to transcription. The activity of RNA polymerase generates positive supercoils in front of it, and negative supercoils behind. Topoisomerases release these tensions, with DNA gyrase responsible for releasing the positive supercoils generated in front. In addition, transcription by itself might negatively supercoil DNA in wild-type *E. coli* with functional DNA gyrase and topoisomerase I; this might be explained by the formation of the transcription bubble^43^. We observe that exponential phase gene expression measurements from tiling microarrays are correlated, to a small extent, with the binding profile of DNA gyrase (Supplementary Figure 5), as well as with the difference in psoralen crosslinking between exponential and stationary phases (Fig. 2d). Therefore, it remains unclear whether the changes in supercoiling patterns between the stationary and exponential phases of growth emerge directly from the activity of DNA gyrase itself, or whether it is a function of the combined action of the RNA polymerase and the two topoisomerases. Separating these effects presents a significant challenge.

### The role of HU in maintaining the supercoiling gradient

We next examined the association of negative supercoiling with the binding of prominent NAPs of *E. coli*: H-NS, HU, IHF and FIS. While binding sites of IHF and FIS showed no difference in psoralen binding compared to neighbouring regions of DNA (Supplementary Figure 6; Supplementary Figure 7), we found an association with psoralen binding for HU and H-NS.

HU binds throughout the *E. coli* chromosome. To study its effects on DNA supercoiling we divided the genome into 5 Kb bins, and calculated the extent of HU binding in each bin. We observed a positive correlation between psoralen binding and the binding of the HupA subunit of HU during stationary phase (Fig. 3a, Pearson correlation coefficient 0.44). Results were similar for the HupB subunit (Supplementary Figure 8). H-NS binding sites had higher psoralen binding (and therefore higher negative supercoiling) compared to 1 Kb long stretches of DNA flanking them on either side, during stationary phase (Fig. 3d, paired Wilcoxon test *P*<10^−15^). Note, however, that during exponential phase, the binding profile of HU shows no correlation with psoralen crosslinking (Fig. 3b), and H-NS binding sites also tend to have lower psoralen binding than their flanking regions (Fig. 3e). One possible explanation could be reduced DNA gyrase binding at HU or H-NS-bound loci (Fig. 3c,f), due to reduced accessibility of the DNA or reduced transcription.

Could HU or H-NS be responsible for the supercoiling gradient in stationary phase? Towards answering this, we first performed a computational analysis, followed by an experimental investigation for HU.

In the computational approach, using the relationship between the binding profiles of HU or H-NS (Fig. 4a,b) and the psoralen binding signal in stationary phase (Fig. 4c upper), we estimated what the supercoiling pattern of the stationary phase chromosome would be in the absence of these proteins. To correct for the effect of HU we divided the genome into 5 Kb bins and plotted the residuals of the loess fit between psoralen binding and HU binding levels in each bin (Fig. 4c middle). To correct for the higher negative supercoiling of H-NS binding sites, we took the psoralen binding in each H-NS binding site plus 2.5 Kb flanking regions on either side, and replaced these values with the average psoralen binding in the 2 Kb regions on either side. The 2.5 Kb flanking region was included as this region also has slightly increased supercoiling, decaying with distance from the H-NS binding site (Supplementary Figure 9). Thus we reduced the psoralen binding signal within and immediately adjacent to the H-NS binding site to that of neighbouring unbound DNA, and plotted the resultant pattern of psoralen binding (Fig. 4c lower). We observed that correcting for the effect of H-NS did not change the basic pattern of supercoiling in stationary phase. Correcting for HU had a considerably larger effect, suggesting that HU may have a larger role in maintaining the pattern of supercoiling during stationary phase.

Given the general overlap in global binding patterns between H-NS and HU, it is entirely possible that at least one of the two correlations is incidental. Psoralen crosslinking experiments measure negative supercoiling manifested by local DNA unwinding; therefore it is not clear how a DNA zipper like H-NS could result in local DNA unwinding^44^. For HU, however, there is evidence that its deletion results in a decrease in global negative superhelicity^45^, at least in exponential phase. A role for HU in unwinding bound DNA has also been shown^46^. Therefore, we experimentally investigated the effect of a HU deletion on the pattern of psoralen crosslinking during stationary phase.

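Psoralen binding without HU was measured in 2 biological replicates of a ΔhupAB strain in stationary phase. HU is an abundant nucleoid-associated protein whose subunits are encoded by hupA (4198304 to 4198576) and hupB (460675 to 460947). The arrays and the authors' steps were those of the wild-type experiment, so these values too are log2 ratios smoothed over 1.1 kb. The ΔhupAB replicates correlated with each other with r = 0.566 over all probes and 0.678 over 5 kb bins. In the reading frame of hupB the ratio was -0.070 and 0.043 in the ΔhupAB replicates, and 0.16, 0.091 and 0.11 in the wild-type stationary replicates. For hupA it was -0.056 and -0.031, and 0.18, -0.071 and 0.053. Both fractions of a culture come from the same DNA, so a ratio near 0 at a deleted gene does not check the genotype. Every ΔhupAB replicate correlated negatively with every wild-type stationary replicate, with r between -0.644 and -0.484 over all probes. The methods define the ratio as crosslinked over non-crosslinked for all arrays, and the sign was kept, although an exchange of the fractions is not excluded.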

To test experimentally the prediction that HU maintains the gradient of supercoiling around the terminus in stationary phase, we measured psoralen binding across the chromosome in a *ΔhupAB* strain of *E. coli,* which lacks both the α and β subunits of HU. 

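With the ratios as deposited, the ΔhupAB strain had no excess of psoralen binding over the terminus. The mean log2 ratio was -0.0062 ± 0.0059 at Ter and 0.0035 ± 0.00075 at Ori (SD, n = 2). Ter minus Ori was -0.0096 ± 0.0051 (SD, n = 2), negative in both replicates (-0.0060 and -0.013). Mean psoralen binding was -0.0026 ± 0.0032 in the TER macrodomain, 0.0031 ± 0.00043 in ORI, 0.0027 ± 0.0018 in LEFT and 0.00033 ± 0.00022 in RIGHT (SD, n = 2). The whole profile was flatter: the 200 kb moving average stayed between -0.018 and 0.018, and the SD over 5 kb bins was 0.029 ± 0.0068 (SD, n = 2) against 0.12 ± 0.024 (SD, n = 3) in the wild-type. Against the wild-type in stationary phase, Ter minus Ori was lower by 0.088 (-0.088, standard error 0.016), with each ΔhupAB replicate below each wild-type replicate. This difference had a circular-shift permutation p of 0.0226 and an exact permutation p of 0.1, the smallest that 3 against 2 allow. Within the ΔhupAB strain, Ter minus Ori did not pass (circular-shift permutation test, p = 0.129), and it was 0.0016 in windows of 400 kb and 0.0044 after correction for the A+T content of 1.1 kb. The TER macrodomain mean minus that of ORI was -0.0057 and did pass (circular-shift permutation test, p = 0.0269), so an exchange of the fractions would make it a small excess at TER. With the ΔhupAB ratios turned in sign, as after an exchange of the fractions, the difference from the wild-type was -0.069 (circular-shift permutation test, p = 0.0183). The difference from the wild-type as deposited had p = 0.113 in windows of 100 kb, 0.430 in windows of 400 kb (-0.032), 0.0539 without stationary replicate 2 and, with -0.0053, 0.788 after that correction (circular-shift permutation tests).

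**Figure D3:**
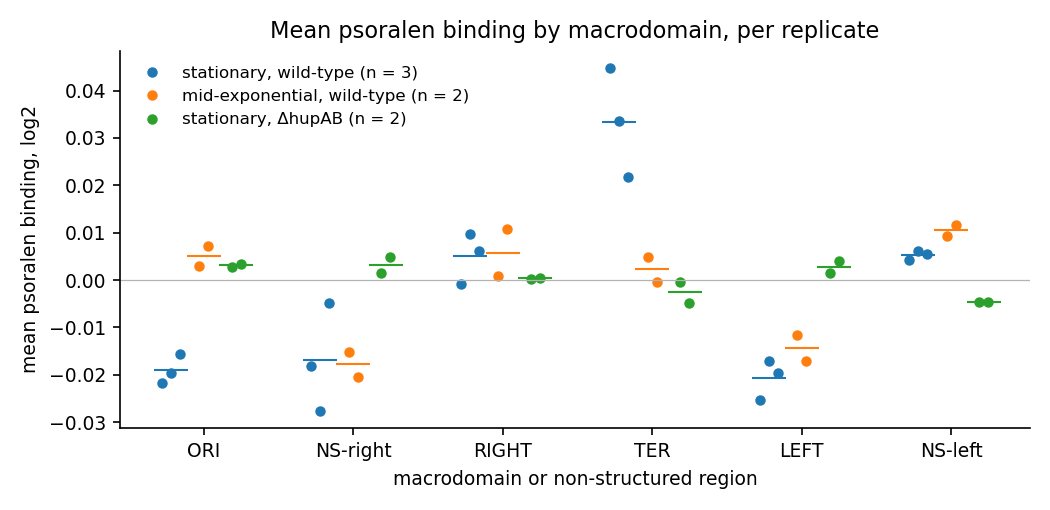
Mean psoralen binding (log2 of crosslinked over non-crosslinked, centred on the chromosome mean) in each macrodomain and in the non-structured (NS) regions. Points are replicates and bars group means; TER stands at 0.033 in the wild-type in stationary phase, 0.0023 in mid-exponential phase and -0.0026 in ΔhupAB.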

We found that as predicted, the absence of HU resulted in the loss of the peak of supercoiling surrounding the terminus, giving a flat supercoiling profile (Fig. 4d). This is unlikely to be due to changes in transcription in the HU knockout, as there was no particular difference in gene expression around the terminus between the HU knockout and the wild-type, during stationary phase (Supplementary Figure 10).

The positive correlation observed between HU binding and psoralen binding in the wild-type strain was reversed in the HU deletion strain, with regions that were highly HU-bound in the wild-type showing lower psoralen binding in the HU knockout (Fig. 4e, Pearson correlation coefficient −0.22). Further, the trend for H-NS binding sites to have higher psoralen binding than their flanking regions was reversed in the absence of HU (Fig. 4f), suggesting that the connection between H-NS and psoralen binding shown in Fig. 3d was not a direct consequence of H-NS binding to DNA.

Thus the binding of HU leads to higher negative supercoiling of its bound or neighbouring DNA, resulting in overall higher negative supercoiling surrounding the chromosomal terminus during stationary phase.

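As deposited, the ΔhupAB ratios tended to place genes that stood far above or below the chromosome mean in the wild-type in stationary phase on its other side, at smaller distances. In ΔhupAB waaU had -0.19 ± 0.045 and yagF 0.11 ± 0.052 (SD, n = 2). Had the fractions been exchanged, these genes would instead lie on the same side as in the wild-type, still nearer the mean. Against the wild-type, 896 reading frames rose and 1170 fell without HU at an adjusted p under 0.05 (limma), with a median A+T content of 45.4% among those that rose and 51.0% among those that fell. With each replicate centred on its median, 989 rose and 981 fell. In the TER macrodomain 15.1% of reading frames rose and 31.4% fell, against 24.4% and 24.3% in ORI. Of the 5 kb bins 226 rose and 255 fell, or 279 and 210 when each replicate was centred on the median. These counts rest on the direction of the ΔhupAB ratio: turned in sign, 466 reading frames rose (median A+T content 44.6%) and 489 fell (50.5%), and 133 bins rose and 133 fell. In TER 5.98% of reading frames then rose and 14.4% fell, against 13.7% and 10.3% in ORI. Of the H-NS-silenced genes 38 of 66 fell and 2 rose (38 and 3 when adjusted over the list alone), with a median change of -0.15 (camera adjusted p = 6.7e-05, adjusted p = 0.457 with an estimated correlation). In slp, an outer membrane lipoprotein gene, psoralen binding was 0.35 ± 0.064 (SD, n = 3) in the wild-type and -0.12 ± 0.011 (SD, n = 2) in ΔhupAB (adjusted p = 0.00064, limma). Lipopolysaccharide and capsule genes fell in 20 of 39 cases and rose in 4 (22 and 4 over the list alone; camera adjusted p = 0.0175, adjusted p = 0.485 with an estimated correlation), such as waaU with a change of -0.67 (standard error 0.14). Prophage genes fell in 61 of 135 cases and rose in 24 (63 and 25 over the list alone; camera adjusted p = 0.0175, adjusted p = 0.522 with an estimated correlation), yet yagF rose by 1.37 (standard error 0.13). Iron uptake genes rose in 20 of 33 cases and fell in 5 (the same over the list alone; camera adjusted p = 0.0010, adjusted p = 0.389 with an estimated correlation), with 0.66 (standard error 0.050) in fecR. Flagellar genes rose in 22 of 52 cases and fell in 4 (22 and 5 over the list alone; camera adjusted p = 0.0053, adjusted p = 0.389 with an estimated correlation). Genes of transcription and energy metabolism rose in 15 of 40 cases and fell in 3 (the same over the list alone; camera adjusted p = 0.0175, adjusted p = 0.485 with an estimated correlation). After correction for the A+T content of the genes, the call held for the flagellar list (adjusted p = 0.0372), though not with the A+T content of 1.1 kb (adjusted p = 0.120). The gene correction ended the calls of the H-NS-silenced list (median -0.015, adjusted p = 0.545), the lipopolysaccharide list (-0.012, adjusted p = 0.677), the prophage list (-0.0059, adjusted p = 0.815) and the energy list (0.015, adjusted p = 0.545), and the median of the iron uptake list turned from 0.14 to -0.024 (adjusted p = 0.815). With the ΔhupAB ratios turned in sign, fewer genes of the lists changed: 16 of the H-NS-silenced genes fell and 1 rose (17 and 1 over the list alone; median -0.12), 10 iron uptake genes rose and 3 fell (14 and 4; median 0.095), 11 flagellar genes rose and 2 fell (12 and 2; median 0.023) and 8 genes of transcription and energy metabolism rose and 2 fell (the same; median 0.069), and these 4 lists kept their calls (camera adjusted p = 0.00016, 0.00099, 0.0050 and 0.0036). Of the prophage genes 12 then rose and 17 fell (the same over the list alone; median -0.065), and of the lipopolysaccharide and capsule genes 0 passed (also 0 over the list alone; median -0.12). The calls of the lipopolysaccharide and prophage lists (camera adjusted p = 0.119 and 0.135) and of waaU (-0.30, adjusted p = 0.140, limma) were lost. As deposited, the ΔhupAB medians were -0.023 for the H-NS-silenced, 0.029 for the iron uptake, 0.014 for the flagellar and 0.0021 for the energy list. These lie near 0, so the changes of these 4 lists largely mirror their wild-type values with either sign. A flatter profile in ΔhupAB would give the same directions, so the kept calls are no separate result about these genes. Within the ΔhupAB strain itself limma placed 0 reading frames above or below the chromosome mean, with 126 at an unadjusted p under 0.05, but after each replicate was scaled to one SD it placed 568 above and 594 below. The fit without scaling gave each reading frame 1 spread shared with the wild-type (SD of waaU 0.27 in wild-type stationary phase and 0.045 in ΔhupAB). The 0 therefore does not show that ΔhupAB genes lie at the mean. Without ΔhupAB replicate 1 or replicate 2, 1032 and 835 reading frames differed from the wild-type. From the loss of the terminus peak without HU, and from its comparison with HU binding data that were not analysed here, the paper concludes that HU binding leads to higher negative supercoiling of the DNA it binds or neighbours.

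**Figure D4:**
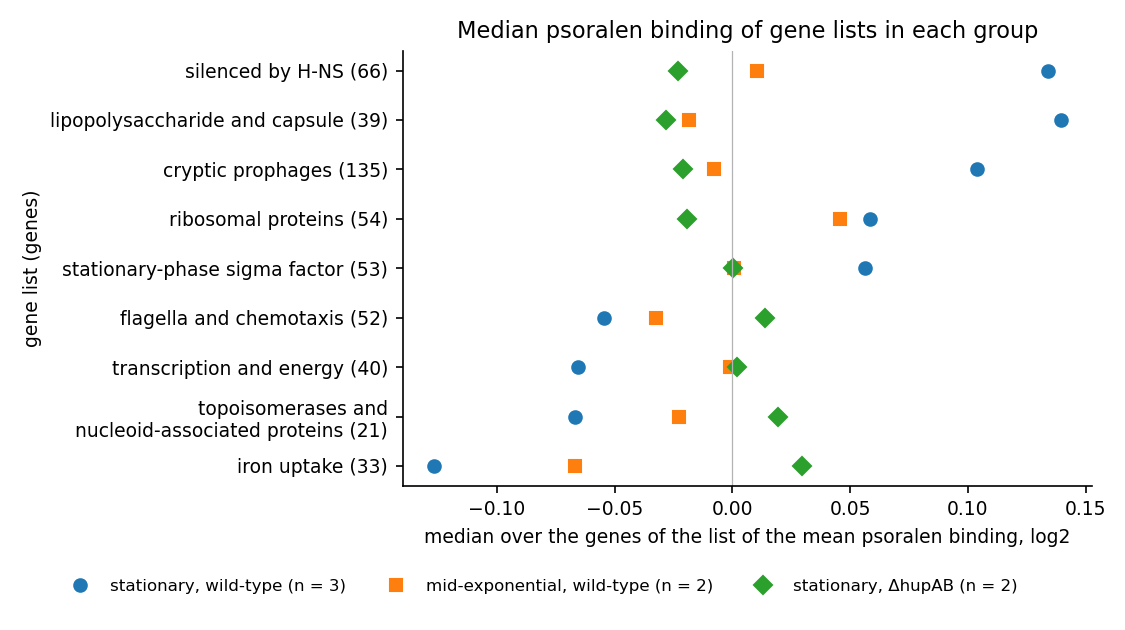
Median over the genes of each list of mean psoralen binding (log2, centred on the chromosome mean) in the 3 groups, with the number of genes in brackets. The H-NS-silenced list stands at 0.13 in the wild-type in stationary phase and -0.023 in ΔhupAB, and the iron uptake list at -0.13 and 0.029.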

## Discussion

We have demonstrated that stationary phase *E. coli* cells maintain a gradient of negative supercoiling with its peak near the terminus of the chromosome, whereas exponentially growing *E. coli* show relatively even supercoiling across the chromosome. Previously, Sobetzko *et al.*^31^ have proposed that during exponential phase, DNA gyrase maintains a gradient of supercoiling with the origin higher than the terminus, favoring transcription of origin-proximal genes as well as the initiation of replication at OriC. Though overall negative supercoiling is known to increase in exponential phase, we see very little difference between the origin and other regions of the chromosome.

We propose that during stationary phase, factors such as the nucleoid-associated protein HU maintain a higher level of supercoiling around the terminus. Previous studies have shown that psoralen crosslinking to the DNA is prevented by nucleosomes^38^. Our analysis suggests that HU-bound DNA shows higher psoralen crosslinking; an association which is lost in HU-deficient cells. This appears to be in conflict with the accepted wisdom that psoralen crosslinking typically occurs at unconstrained and unwound DNA. The level to which DNA bound to HU is unwound may favour crosslinking by psoralen, whereas a nucleosome wrapping DNA around it might pose a greater steric challenge for psoralen-DNA interactions. Alternatively, psoralen crosslinking might occur at unwound DNA adjacent to where HU is bound: the present experiments are unlikely to help resolve this.

On entry into exponential phase, the increased [ATP]/[ADP] ratio leads to increased DNA gyrase activity, which together with high transcription (and possibly other factors) brings about higher negative supercoiling. However, the activities of DNA gyrase and RNA polymerase increase with proximity to the origin. Thus, the general increase in negative superhelicity of the chromosome of exponentially growing *E. coli* might be localised to origin-proximal regions.

This is the first study of genome-wide supercoiling patterns in bacteria. Future experiments may further elucidate how these patterns change under different conditions and species. While we have experimentally shown the role of HU in maintaining chromosomal supercoiling in stationary phase, further experiments will evaluate our predictions on the functions of DNA gyrase and transcription. We expect that inhibition of DNA gyrase should restore the terminus-to-origin supercoiling gradient in exponential phase. However, a challenge here would be to decouple the interlinked effects of DNA gyrase and transcription.

## Methods

### Bacterial strain and cell culture

*E. coli* str. K-12 MG1655 cells were grown in LB medium at 37 °C with aeration, until mid-exponential phase (OD_600_=0.95) or stationary phase (OD_600_=2.4).

### Crosslinking with Psoralen

Cells from 25 ml culture were harvested by centrifugation at the given time points and washed with cold phosphate buffer (pH 7.2). The cells were resuspended in 10 ml Tris-Cl buffer (pH 8) and incubated at 37 °C for 2 min. EDTA (final 0.5 mM) was added and cells were incubated at the same temperature for another two minutes. The cells were immediately chilled on ice and MgCl_2_ (final 1 mM) was added. 100 μl of saturated trimethylpsoralen solution in ethanol (Sigma-Aldrich, cat. no T6137) was added to the chilled cell suspension, mixed by gentle shaking and incubated at 4 °C for 10 min. The cells were then exposed to UV light of wavelength 365 nM and intensity 1.2 kJ.m^−2^min^−1^ for 45 s, immediately washed with M69 buffer and finally resuspended in the same buffer. Three biological replicate experiments were performed for wild-type cells in stationary phase and two for all other conditions.

### DNA isolation and fragmentation

Cells were lysed by adding EDTA (final 0.1 M) and 2% SDS and incubating at 37 °C for 1 h followed by addition of 100 μl proteinase K (20 mg ml^−1^ stock) and overnight incubation at the same temperature. After complete cell lysis, genomic DNA was isolated by the phenol-chloroform method, treated overnight with DNase free RNase (Roche, cat. no. 11119915001) and purified by the phenol-chloroform method. DNA was resuspended in tris buffer (pH 8) and sheared by sonication to a median length of 300 bp.

### Separation of crosslinked and non-crosslinked fragments

Sheared DNA was electrophoresced in an agarose gel, eluted, concentrated by ethanol precipitation and dissolved in 25 mM sodium phosphate buffer (pH 7). The DNA was heated at 95 °C for 2 min followed by quick addition of DMSO (final 50%) and glyoxal (final 6–8% by volume) and reheating at 60 °C for two hours. Glyoxal treated DNA fragments were separated on a 3.5% agarose gel in phosphate buffer. The gel was incubated with denaturing solution (0.5 M NaOH, 1.5 M NaCl) at 65 °C for 3 h to reverse psoralen crosslinks. Crosslinked and non-crosslinked DNA fragments were excised separately from the gel, eluted, and concentrated by ethanol precipitation.

### DNA labelling

Fragmented DNA was 3′ termini biotin labelled using the GeneChip DNA Labelling Reagent (Affymetrix 900542) and 60U of Terminal Deoxynucleotidyl Transferase (Promega M1875) at 37 °C for 60 min. The labelling reaction was stopped by the addition of 0.5M EDTA.

### Microarray hybridization

The crosslinked and non-crosslinked DNA was hybridized separately to high-resolution tiling microarrays. Labelled DNA fragments (3 ug) were hybridized for 16 h (60 rpms) at 45 °C to tiling array chips (Ecoli_Tab520346F) purchased from Affymetrix (Santa Clara, CA). The array covers the entire *E. coli* K-12 MG1655 genome with 25 bp long probes at a resolution of 4 bp between steps, and also contains 33,996 control probes against non-*E. coli* genomes.

### Microarray staining and scanning

The chips were washed with Wash Buffer A: Non-Stringent Wash Buffer [6X SSPE, 0.01% Tween-20], Wash Buffer B: [100 mM MES, 0.1 M [Na^+^], 0.01% Tween-20] and stained with Streptavidin Phycoerythrin (Molecular Probes S-866) and anti-streptavidin antibody (goat), biotinylated (Vector Laboratories BA-0500; final 5 μg ml^−1^) on a Genechip Fluidics Station 450 (Affymetrix) according to washing and staining protocol, ProkGE-WS2_450. Hybridized, washed and stained microarrays were scanned using a Genechip Scanner 3,000 (Affymetrix).

### Microarray data analysis

Probe intensities were corrected for background by subtracting the median intensities of control (non-*E. coli*) probes having the same G+C content. For psoralen binding experiments, this was followed by quantile normalization of signals from all arrays and log_2_ transformation. For each probe, log-transformed signals from the non-crosslinked DNA samples were subtracted from those of the corresponding crosslinked DNA samples. The resultant values of log_2_(crosslinked signal/non-crosslinked signal) were taken as a measure of psoralen binding to each sequence. To obtain an average psoralen binding signal, signals were smoothed using a moving average with a window size of 1.1 Kb and averaged between replicates. Smoothed signals showed a correlation of 0.75–0.87 between replicates. All analyses were carried out in R version 3.1.0. Raw microarray data was analysed using the Starr 1.18.1 package^47^. Nonparametric regression was done using the lowess smoothing function in R.

### External data sources

ChIP-chip data for DNA gyrase binding to genes in exponential phase was taken from Jeong *et al.* (2004)^41^. Positions of REP sequences were taken from the Ecocyc database (http://ecocyc.org)^48^. Positions of H-NS and FIS binding sites were taken from Kahramanoglou *et al.* (2011)^49^. Positions of IHF binding sites, ChIP-Seq data for HupA and HupB binding, and the change in gene expression between the HU knockout and the wild-type, were all taken from Prieto *et al.* (2012)^50^. For analysis of the ChIP-Seq data, reads were aligned to the *E. coli* K-12 MG1655 genome (NC_000913.2) using BWA^51^. Alignment files were converted to the BED format using functions in the SAMtools^52^ and BEDtools^53^ suites. Coverage was calculated as the number of reads starting at each genomic position.

## Additional information

**How to cite this article:** Lal, A. *et al.* Genome scale patterns of supercoiling in a bacterial chromosome. *Nat. Commun.* 7:11055 doi: 10.1038/ncomms11055 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Methods

## Figures and Tables

**Figure 1:**
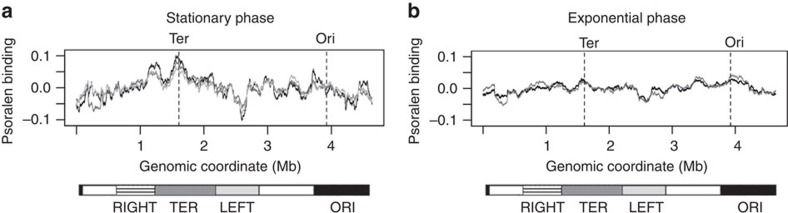
Supercoiling patterns across the E. coli chromosome. (**a**) Psoralen binding in stationary phase. Black, dark grey and light grey tracks represent three independent replicates. The moving average of the signal is plotted with a window size of 200 Kb. Dashed lines mark the positions of the terminus and origin of replication. Lower bars represent chromosomal macrodomains^54^. (**b**) Psoralen binding in mid-exponential phase. Black and grey tracks represent two independent replicates. Dashed lines mark the positions of the terminus and origin of replication. Lower bars represent chromosomal macrodomains.

**Figure 2:**
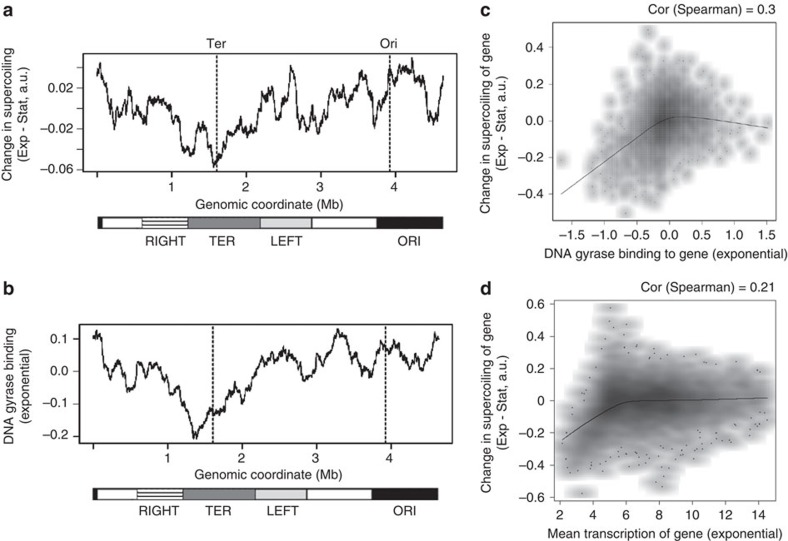
The effect of DNA gyrase binding and transcription on chromosome supercoiling. (**a**) Change in negative supercoiling from stationary to exponential phase. The averages of the psoralen binding signals from both phases were scaled to zero before subtracting the stationary phase signal from the exponential phase signal. As overall negative supercoiling increases during exponential phase, this difference can be assumed to represent the relative increase in supercoiling across the chromosome. (**b**) Binding of DNA gyrase to the *E. coli* chromosome during exponential phase. Both graphs show the moving average of the signal with a window size of 200 Kb. Dashed lines mark the positions of the terminus and origin of replication. Lower bars represent chromosomal macrodomains. (**c**) Smoothed scatter plot of the change in supercoiling from stationary to exponential phase versus DNA gyrase binding within genes in exponential phase. (Permutation test, *P*<10^−5^). Black line represents the loess fit. (**d**) Smoothed scatter plot of change in supercoiling from stationary to exponential phase versus exponential phase transcription level of genes. Black lines represent loess fit.

**Figure 3:**
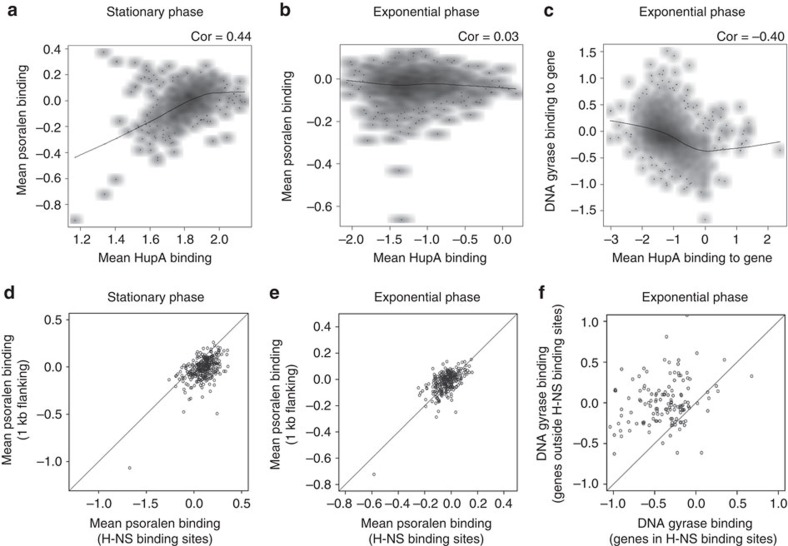
Nucleoid-associated proteins are associated with supercoiling. (**a**) Smoothed scatter plot of average psoralen binding versus average HupA binding in 5 Kb bins covering the entire *E. coli* genome, during stationary phase. Black line represents loess fit. (**b**) Smoothed scatter plot of average psoralen binding versus average HupA binding in 5 Kb bins covering the entire *E. coli* genome, during exponential phase. Black line represents loess fit. (**c**) Smoothed scatter plot of DNA gyrase binding versus average HupA binding to genes in exponential phase. Black line represents loess fit. (**d**) Scatter plot of average psoralen binding in H-NS binding sites versus average psoralen binding in the 1 Kb regions flanking them, during stationary phase (Paired Wilcoxon test *P*<10^−15^). Black line has slope=1. (**e**) Scatter plot of average psoralen binding in H-NS binding sites versus average psoralen binding in the 1 Kb regions flanking them, during exponential phase. Black line has slope=1. (**f**) Scatter plot of DNA gyrase binding in 135 pairs of genes less than 1 Kb apart, where one gene is within an H-NS binding site and the other is outside. Black line has slope=1.

**Figure 4:**
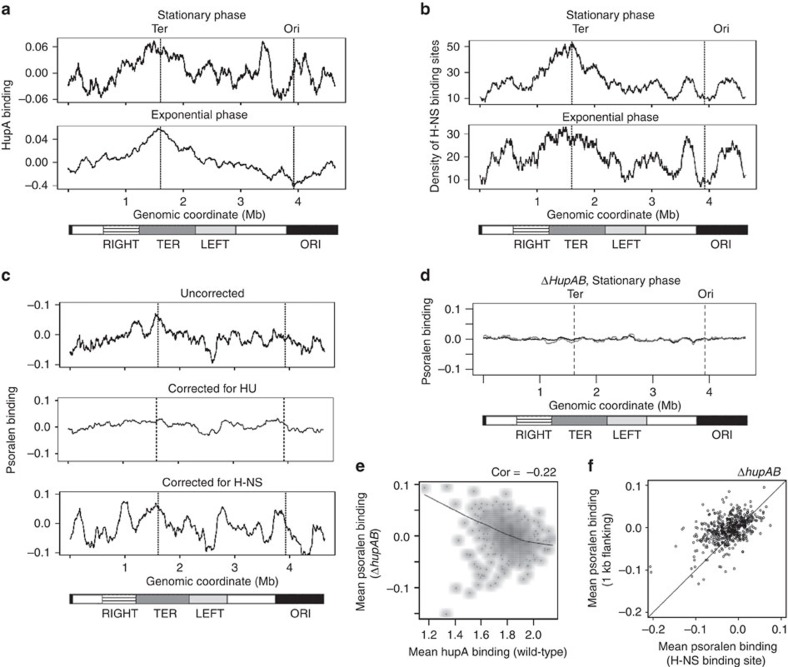
Role of H-NS and HU in maintaining the supercoiling gradient. (**a**) HupA binding across the *E. coli* chromosome during stationary phase (upper) and exponential phase (lower). The moving average of the signal is plotted with a window size of 200 Kb. (**b**) Number of H-NS binding sites in a 200 Kb sliding window across the *E. coli* chromosome during stationary phase (upper) and exponential phase (lower). (**c**) Plot of psoralen binding across the chromosome, uncorrected (upper), corrected for the effect of HU (middle), and corrected for the effect of H-NS (lower). (**d**) Psoralen binding in the HU knockout strain during stationary phase. Black and grey tracks represent two independent replicates. The moving average of the signal is plotted with a window size of 200 Kb. For (**a**–**d**) dashed lines mark the positions of the terminus and origin of replication, and lower bars represent chromosomal macrodomains. (**e**) Smoothed scatter plot of average psoralen binding in the HU knockout versus average HupA binding in the wild-type, in 5 Kb bins covering the entire genome, during stationary phase. Black line represents loess fit. (**f**) Scatter plot of average psoralen binding in H-NS binding regions versus 1 Kb flanking regions, in the HU knockout during stationary phase. Black line has slope=1.

# Supplementary material for: Genome scale patterns of supercoiling in a bacterial chromosome
**Source:** Nat Commun. 2016 Mar 30;7:11055. doi: 10.1038/ncomms11055
**Supplement:** Supplementary Information — Supplementary Figures 1-10 and Supplementary Methods

a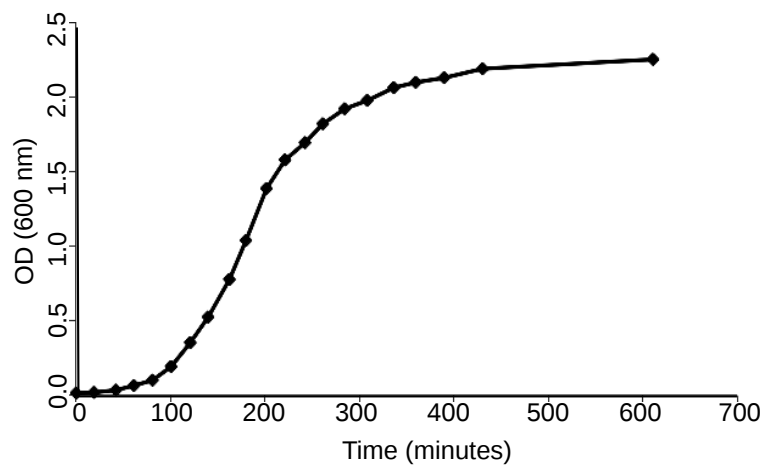**b**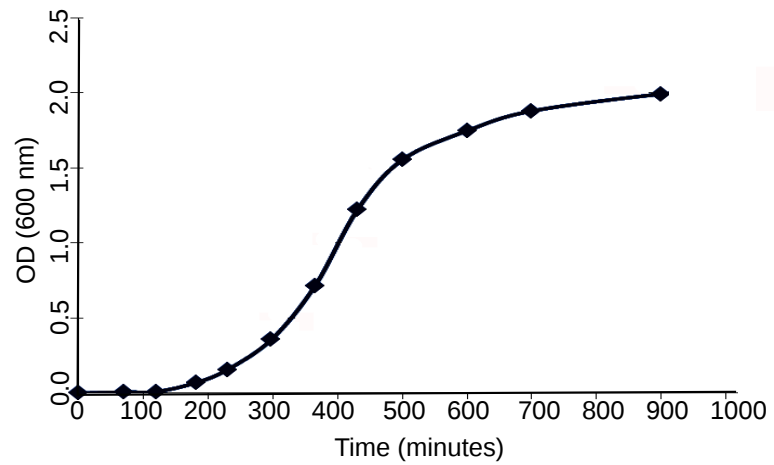**Supplementary Figure 1: Growth curves**

Sample growth curves in LB medium for (a) Wild-type *E. coli* MG1655 and (b) $\Delta hupAB$.

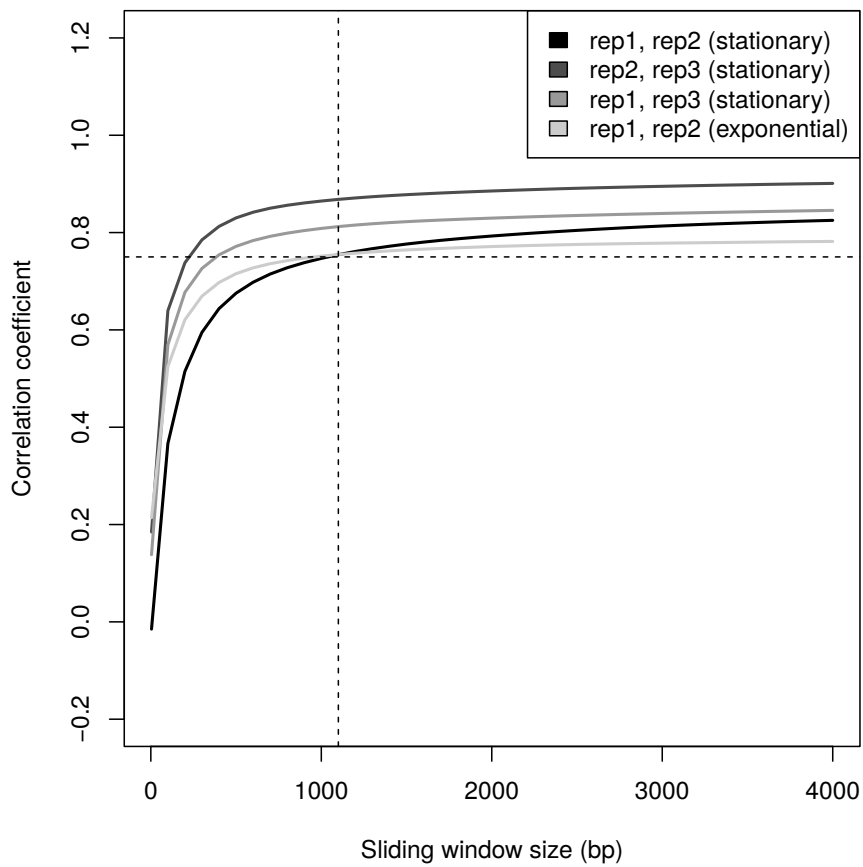

Supplementary Figure 2: Correlation between smoothed psoralen binding signals from replicate experiments.

The $\log_2$ ratio of the crosslinked and the non-crosslinked fluorescent signals corresponding to each probe on the microarray was calculated for three replicate experiments in stationary phase and two in exponential phase. The signals were then smoothed using a moving average with different window sizes. The y-axis shows the Pearson correlation coefficient between pairs of replicate experiments for different window sizes. To obtain correlations of 0.75 or higher between all replicates of the same experiment, a window size of 1.1 Kb was chosen.

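The effect of a wider window can be followed from the deposited values, which start at 1.1 kb. With a moving average of 4 kb, r was 0.831 for stationary-phase replicates 1 and 2, 0.904 for 1 and 3, 0.849 for 2 and 3, and 0.785 for the mid-exponential replicates. With 10 kb the same pairs had 0.847, 0.917, 0.861 and 0.781. For the ΔhupAB replicates r was 0.668 with 4 kb and 0.698 with 10 kb. Averaging over neighbouring probes removes noise that differs from probe to probe, and a wider window does so at the cost of resolution along the chromosome.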

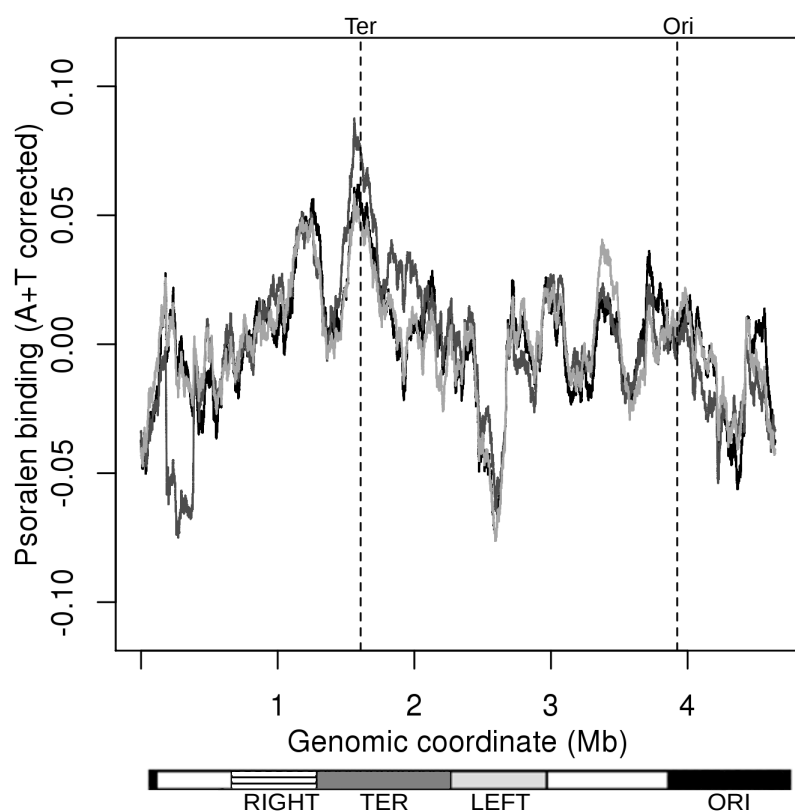

Supplementary Figure 3: Psoralen binding in stationary phase corrected for A+T content

In order to correct the psoralen binding signal for local A+T content, residuals of the loess fit between the $\log_2(\text{crosslinked/non-crosslinked})$ fluorescent signal and the A+T content of each microarray probe were taken for each of three replicate experiments (black, dark gray and light gray tracks) in stationary phase cells. 

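The correction takes out of each probe's signal the part that can be predicted from the share of A and T among its 25 bases. In the corrected 200 kb moving average, the highest value was 0.085 at 1.6 Mb in replicate 1, 0.076 at 1.56 Mb in replicate 2 and 0.057 at 1.56 Mb in replicate 3. The corrected values at Ter were 0.077, 0.068 and 0.048 in these replicates, and those at Ori were -0.0086, -0.00042 and 0.0064. The peak moved with wider A+T corrections. With the A+T content of 1.1 kb, chosen after the data were seen, the highest values were 0.045 at 0.24 Mb, 0.034 at 3.7 Mb and 0.038 at 0.18 Mb. With the A+T content of the 5 kb bins they were 0.043 at 0.24 Mb, 0.031 at 1.56 Mb and 0.037 at 0.18 Mb.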

The plot shows the moving average of the signal with a window size of 200 Kb. Dashed lines mark the terminus and the origin of replication. Lower bars represent chromosomal macrodomains.

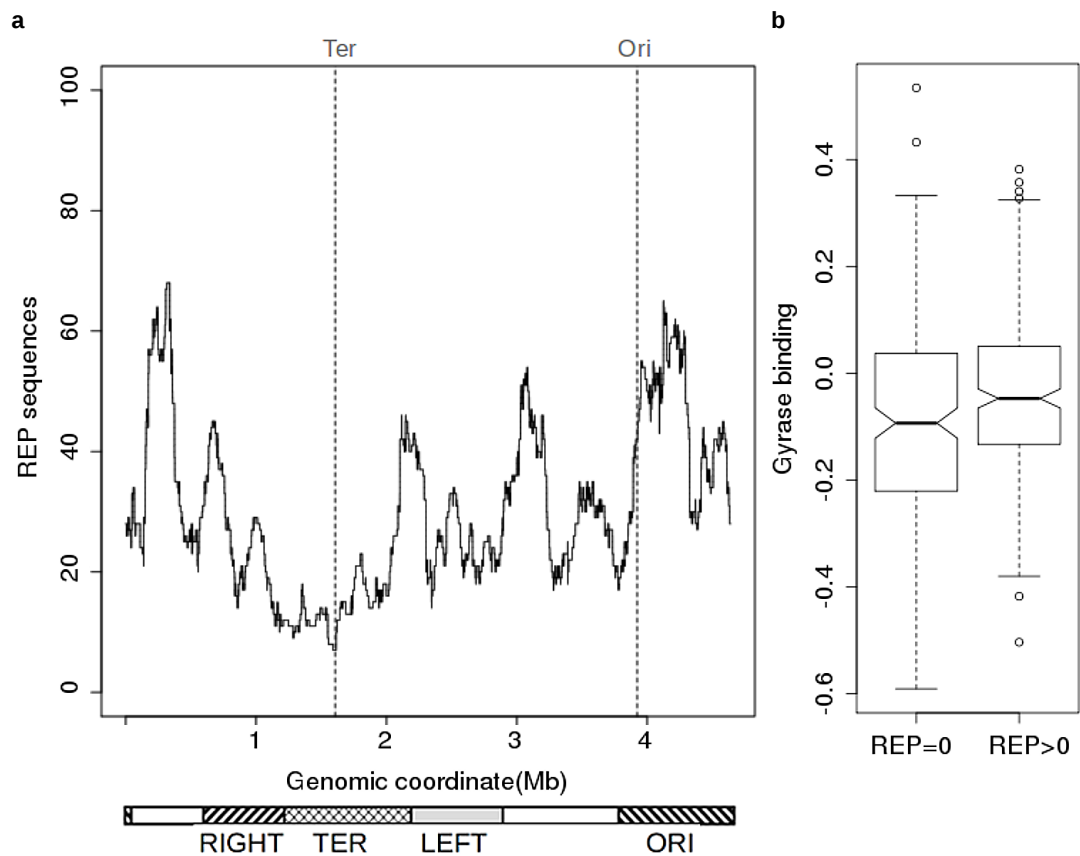

Supplementary Figure 4: REP sequences

(a) Distribution of REP sequences over the *E. coli* genome. The number of REP sequences in a 200 Kb sliding window is plotted. Dashed lines mark the terminus and origin of replication. Lower bars show locations of chromosomal macrodomains. (b) The *E. coli* genome was divided into 10 Kb bins. Boxplot shows DNA gyrase binding in genes within a bin containing at least one REP sequence and in bins without REP sequences.

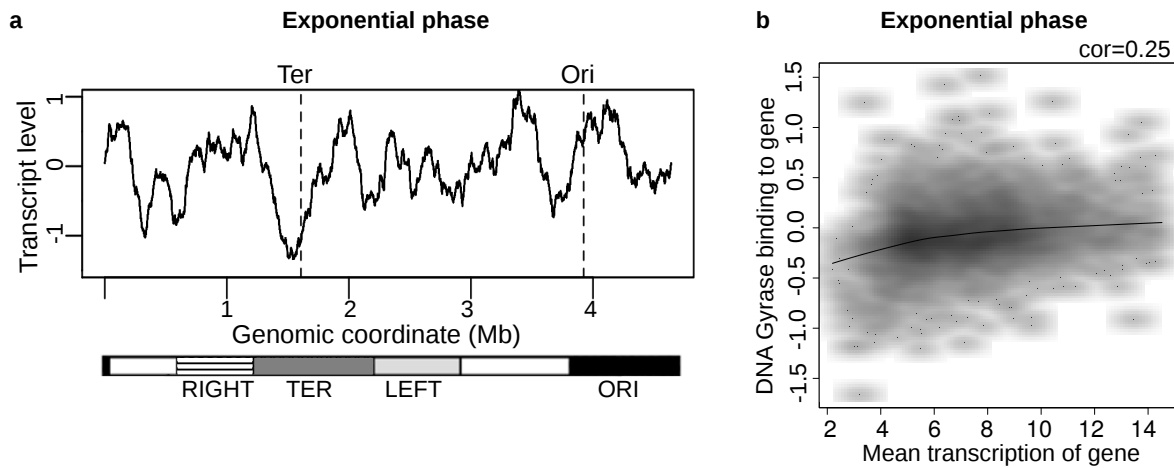

Supplementary Figure 5: Correlation between exponential phase transcription and DNA gyrase binding.

(a) cDNA derived from cellular RNA was hybridized to tiling arrays covering the *E. coli* genome. The moving average of the microarray signal is plotted with a window size of 200 Kb in exponential phase. Dashed lines mark the positions of the terminus and origin of replication. Lower bars represent chromosomal macrodomains. (b) Smoothed scatter plot of exponential phase DNA gyrase binding to genes versus level of transcription.

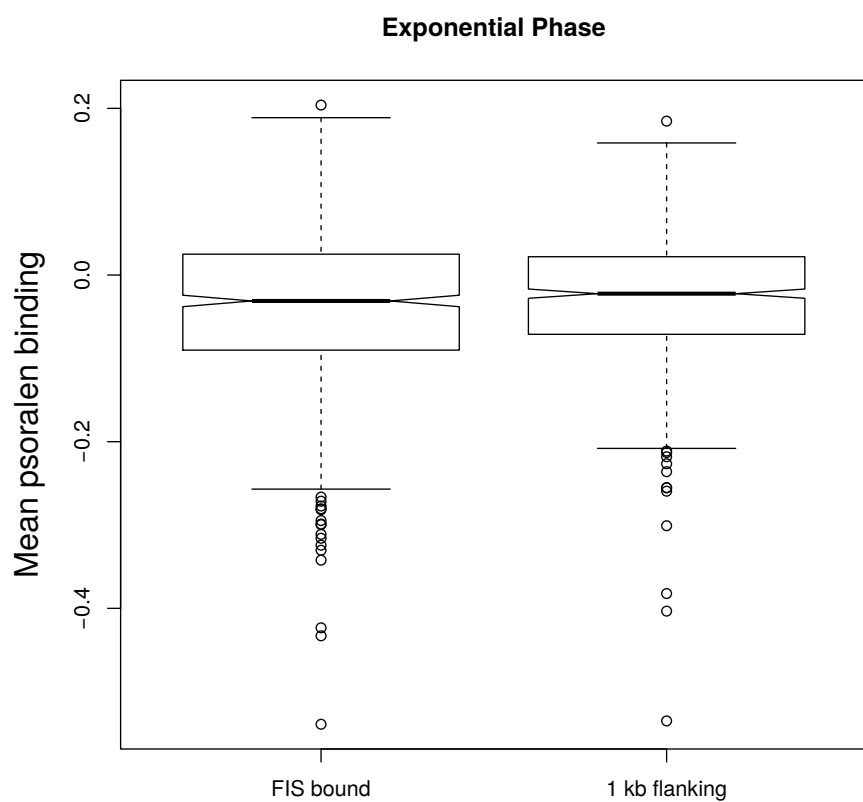

Supplementary Figure 6: Psoralen binding in FIS binding sites

Boxplot of average psoralen binding within FIS binding sites versus average psoralen binding in 1 Kb flanking regions during exponential phase.

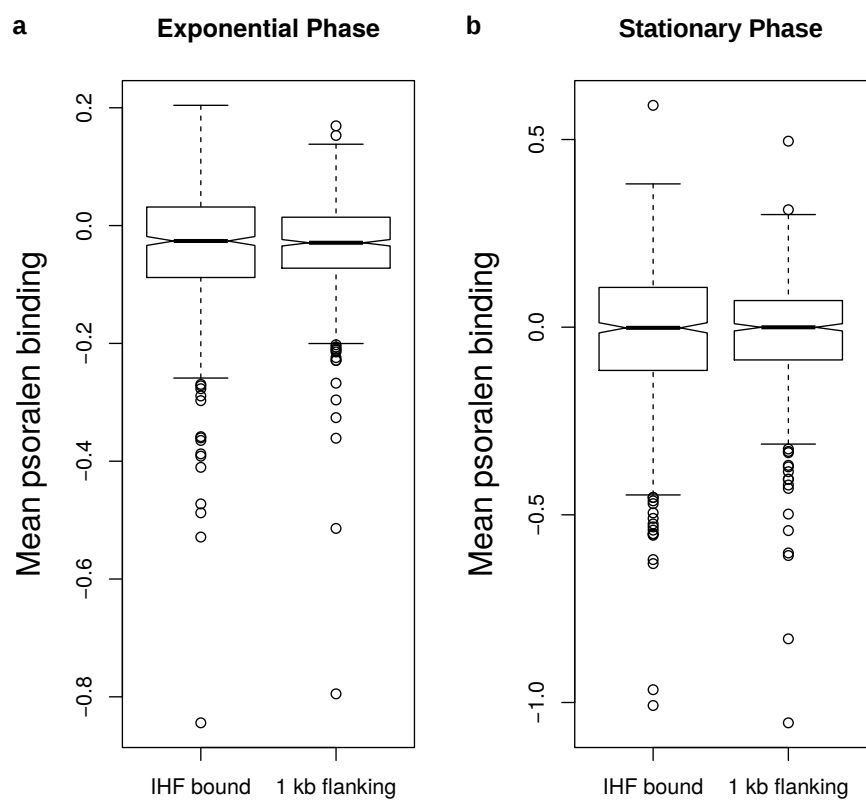

Supplementary Figure 7: Psoralen binding in IHF binding sites

Boxplot of average psoralen binding within IHF binding sites versus average psoralen binding in 1 Kb flanking regions during (a) exponential phase and (b) stationary phase.

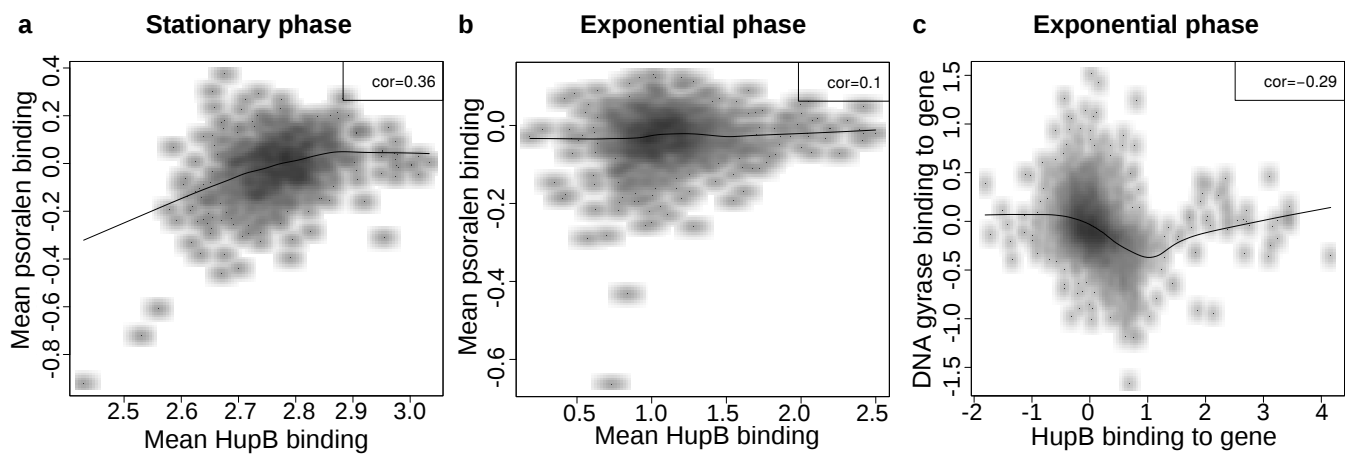

Supplementary Figure 8: Correlation between HU and psoralen binding using HupB ChIP-seq data

Smoothed scatter plot of psoralen binding versus HupB binding in (a) Stationary phase and (b) Exponential phase. (c) Smoothed scatter plot of DNA gyrase binding versus average HupB binding within genes during exponential phase. Black lines represent loess fit.

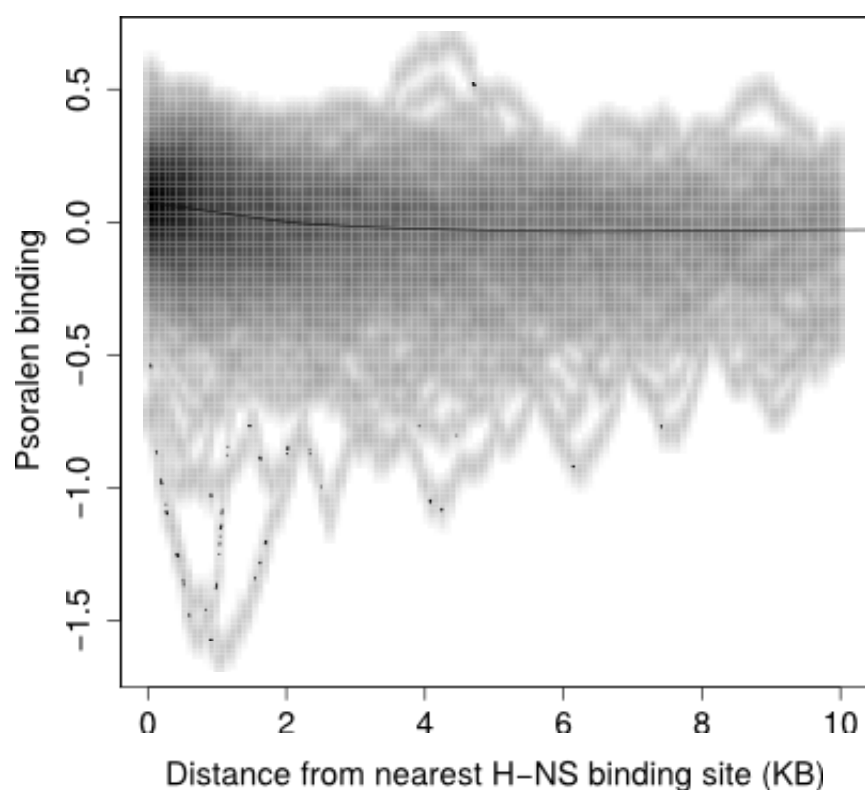

Supplementary Figure 9: Effect of H-NS on supercoiling decays with distance from its binding sites

Smoothed scatter plot of psoralen binding during stationary phase versus distance from the nearest end of an H-NS binding site, for positions on the genome outside H-NS binding sites. Black line represents the loess fit.

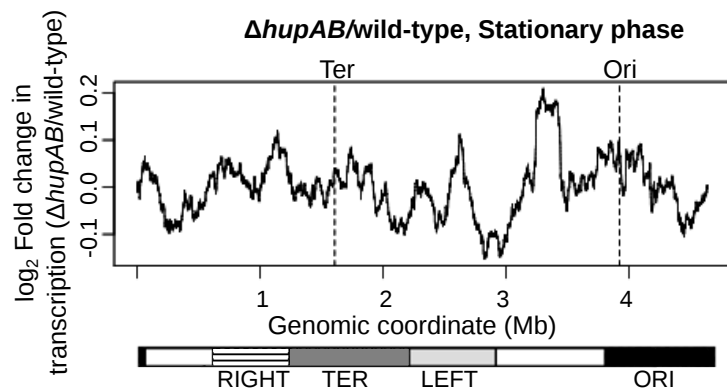

Supplementary Figure 10: Change in transcription in the HU knockout

log₂ fold change in transcription between the HU knockout strain and the wild-type during stationary phase. The moving average is plotted with a window size of 200 Kb. Dashed lines mark the positions of the terminus and origin of replication. Lower bars show locations of chromosomal macrodomains.

Supplementary methods

E. coli transcriptome assay

Cells from 12.5 ml culture were harvested by centrifugation and RNA purified using the RNeasy® Mini Kit (Qiagen® 74104) following the manufacturer's recommendations. Further sample processing was performed according to the Affymetrix GeneChip® Expression Analysis Technical Manual, Section 3. Isolated RNAs (10 ug) were used for Random Primer cDNA synthesis using SuperScript II™ Reverse Transcriptase, (Invitrogen Life Technologies 18064-071). RNA was removed by treating the reaction mixture with 1N NaOH followed by neutralizing with 1N HCl. cDNAs were purified using MiniElute® PCR Purification columns (Qiagen® 28004) and fragmented to 50-200 bp by 0.6U/ug of DNase I (Amersham Biosciences 27-0514-01) for 10 minutes at 37°C in 1X One-Phor-All buffer (Amersham Biosciences 27-0901-02). DNase I was inactivated by heating at 98°C for 10 minutes. Fragmented cDNAs were then 3' termini biotin labeled using the GeneChip® DNA Labeling Reagent (Affymetrix 900542) and 60U of Terminal Deoxynucleotidyl Transferase (Promega M1875) at 37°C for 60 minutes. The labeling reaction was stopped by the addition of 0.5M EDTA. Labeled cDNA fragments (3ug) were then hybridized for 16 hours (60 rpms) at 45°C to tiling array chips (Ecoli_Tab520346F).

How the deposited data were processed for this re-analysis (not part of the article)

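Psoralen binding was measured along the E. coli K-12 MG1655 chromosome in wild-type cells in stationary phase (3 biological replicates) and mid-exponential phase (2 biological replicates) and in ΔhupAB cells in stationary phase (2 biological replicates), each as a crosslinked and a non-crosslinked fraction, 14 arrays in all. The values used are the log2 ratios deposited by the authors, 1 file of 1150080 probes per replicate. To make them, the authors subtracted the median intensity of control probes of the same G+C content, applied quantile normalization to all arrays, took log2, subtracted the non-crosslinked from the crosslinked signal and smoothed over 1.1 kb. The signals of the separate fractions were not used here, so settings that need them (leaving out the dimmest probes, a variance trend on mean signal, a smoothing window of less than 1.1 kb) were not run. The precision rests on the number of arrays.

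From these log2 ratios each replicate was centred on its mean over all probes, and means were taken over 928 bins of 5 kb and over open reading frames. The terminus (Ter) was the 200 kb around 1.6 Mb and the origin (Ori) the 200 kb around 3.9 Mb. A profile was tested by a circular-shift permutation of its bins over all 928 positions, and the replicates of 2 groups by an exact permutation test. The correction for A+T content took the residuals of a local linear fit (span 0.75) on the A+T content of the probe, per replicate. Other fits used a straight line, the A+T content of the 5 kb bin and, chosen after the data were seen, that of the 1.1 kb around each probe.

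The gene table at hand belongs to another assembly, so its coordinates were not used. The chromosome sequence was rebuilt from the probes, open reading frames were called with Prodigal 2.6.3, and a frame was given a name from the table only where its length was that of 1 gene there and at least 4 of its 12 neighbours (6 on each side) had the same lengths at the same distances. This named 3882 of 4316 frames, and 0 with shuffled lengths. Of 7 protein sequences written from memory as a check, 5 were found in the reading frames and all 5 carried the same name. The 4315 frames with at least 20 probes, and the 5 kb bins, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on all 7 ratios, Benjamini-Hochberg adjustment, threshold 0.05). Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. The 9 lists tested, written before the data were examined, hold genes silenced by H-NS, of cryptic prophages, of ribosomal proteins, of transcription and energy metabolism, of flagella and chemotaxis, of the stationary-phase sigma factor regulon, of iron uptake, of lipopolysaccharide and capsule, and of topoisomerases and nucleoid-associated proteins. The tests were adjusted over the 9 lists within each of 5 comparisons. Ribosomal RNA genes were listed too but are near-identical copies with no reading frame.

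Genes were named in the text by a rule: the 8 largest changes in each direction among those that passed with the same sign in every replicate, or with the groups' replicates apart for a difference; the genes of proteins the paper names; the 3 largest changes of each list with members that passed; and, where none passed, the 5 smallest p. Single bins and a 10 kb region that are named were chosen after their values were seen.

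On simulated data for the 4315 reading frames, limma recovered 0% of 200 planted changes of 0.1, 33.5% of those of 0.2 and 96.0% of those of 0.4 for mid-exponential against stationary phase, and 0%, 36.0% and 94.0% for ΔhupAB against the wild-type. The simulated frames were independent of each other, unlike neighbouring frames in the data, and had the same spread in every group. These rates therefore check the fit and do not give its power in the real comparisons. The circular-shift test gave p under 0.05 in 4% of 300 simulated profiles without a difference. The simulation made every rotation of these profiles equally likely, so this rate checks the computation and not how the test behaves on the real profile. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. Published data on DNA gyrase, HU and H-NS binding and on gene expression were not analysed here.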

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

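The tests of a single replicate and of exchanged fractions, the correction for the A+T content of 1.1 kb and the ΔhupAB ratios turned in sign were chosen after results were seen.

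Ter minus Ori was lower than in wild-type stationary phase by 0.088 in ΔhupAB (difference -0.088) and by 0.080 in mid-exponential phase (difference -0.080). Both stood out because the difference between the groups passed its circular-shift test, p = 0.0226 and p = 0.0280 (permutation over positions), while the exact permutation over replicates allows no p under 0.1. The slope of psoralen binding on A+T content, in log2 units per 10 percentage points, also stood out: it was positive in every wild-type stationary replicate and negative in both ΔhupAB replicates, a difference in means of -0.31 that was not tested.

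The first pattern is the higher psoralen binding at Ter than at Ori in stationary phase. That 1 replicate carries it is argued against by the single replicates, with 0.10, 0.080 and 0.051. The means over 2 replicates, of which the lowest was 0.065, follow from these values and are no further test. The circular-shift call was lost without stationary replicate 2 (permutation p = 0.0571). Local A+T content stays open: after correction for the A+T content of 1.1 kb the mean was 0.0097, which is 1.06 SDs of the 3 corrected replicates above 0, between the 1 SD taken as the limit for a full explanation and the 2 SDs taken as the limit against one. The fit on the A+T content of the 5 kb bins, set before the data were seen, left 0.0080 ± 0.0087 (SD, n = 3). That is within 1 SD of 0, although the limits were written for the 1.1 kb correction. In simulated profiles with only an A+T effect, correction by the 25 base probe left 81.4% of the Ter minus Ori difference and correction by 1.1 kb left 1.15%, so the probe correction does not exclude this explanation for values smoothed over 1.1 kb. A rise of 0.08 at Ter, regardless of A+T content, was then added to the simulated profile. Its Ter minus Ori before correction was 0.14, against 0.078 in the data. Correction by 1.1 kb kept 0.080 and correction by the probe left 92.2%, where the data kept 0.0097 and 83.6%. The totals differ, so these percentages are not like for like, and the simulated noise was independent between probes, unlike the smoothed values. In the simulation a rise of 0.08 unrelated to A+T content was thus kept. A smaller one was not simulated and, like one that follows A+T content, is not excluded. The slope on A+T content was 0.26 ± 0.088 (SD, n = 3) in stationary phase, 0.045 ± 0.047 (SD, n = 2) in mid-exponential phase and -0.056 ± 0.029 (SD, n = 2) in ΔhupAB, so a base preference of the same strength in every culture would not give these slopes, but the degree of crosslinking in each culture and the direction of the ΔhupAB ratio are open, and a correction also removes any supercoiling that follows A+T content, so A+T content and a biological gradient that follows it cannot be told apart for Ter minus Ori in stationary phase.

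The second pattern is that the ΔhupAB profile runs opposite to the wild-type stationary profile, with r = -0.776 between the group means over 5 kb bins. That both only follow A+T content with opposite slopes is argued against by the correlation left after correction for A+T content, r = -0.581 (circular-shift permutation p = 0.0011, the smallest possible). An exchange of the crosslinked and non-crosslinked fractions stays open: the SD over 5 kb bins in a ΔhupAB replicate was 0.161 to 0.327 of that in a wild-type stationary replicate, neither under the limit of 0.3 taken against an exchange nor over the 0.5 taken for one, and a weaker signal in ΔhupAB would lower it with or without an exchange. The quantile normalization of all arrays together was not tested. The loss of HU, which the design compares, stays among the open explanations.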

How the results depend on the processing

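The correction for the A+T content of 1.1 kb and the ΔhupAB ratios turned in sign were chosen after results were seen; the other alternatives were set before. Leaving out the dimmest probes, a variance trend on mean signal and a 0.5 kb window were not run, since the deposited values are single smoothed ratios. Of the values of the main results under these alternatives, 142 kept their direction and side of the threshold or, without a test, stayed close (counts within 1.5 times, correlations and widths within 1 SD between pairs or replicates). Those that did not are given next, with omitted replicates as ranges, and the cause was not tested. Of values for named genes 2158 kept their call or lack of one, 143 lost their call and 48 gained one. No value with a call before or after turned in sign, but under alternatives other than the turned ratios 14 values without a call did, such as hns and fis in stationary phase with the A+T content of 1.1 kb (-0.067 and -0.038). With a limit of 3 median absolute deviations 15 named values, such as yagF, had too few probes left to give a value.

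Windows of 100 kb gave Ter minus Ori of 0.086 in stationary phase (permutation p = 0.103), 0.069 after probe A+T correction and -0.099 for ΔhupAB minus stationary, and a profile width of 0.28. Windows of 400 kb gave 0.034, 0.026 after correction, -0.032 for ΔhupAB minus stationary, -0.049 for mid-exponential minus stationary, a turned sign of 0.0016 in ΔhupAB, and a width of 0.12. Macrodomain means gave -0.0057 in ΔhupAB, now past the threshold (permutation p = 0.0269). Scaling to one SD gave -0.054 for mid-exponential minus stationary (permutation p = 0.0841), 1263 genes off the mean in mid-exponential phase, 1162 in ΔhupAB, and 3 bins changed between phases. The 5 kb A+T fit gave 0.0080. The A+T content of 1.1 kb gave 0.0097 in stationary phase, -0.020 for mid-exponential minus stationary, -0.0053 for ΔhupAB minus stationary and a turned sign of 0.0044 in ΔhupAB, 0 bins changed between phases, and 1 list call on the 2 differences and 0 on the group means. Between phases 53 bins changed with centring on the median, 0 with probe A+T residuals and 0 with only the groups compared. With 10 kb bins 247 bins differed in ΔhupAB, from a smaller number of bins. With the ΔhupAB ratios turned in sign, Ter minus Ori in ΔhupAB was 0.0096 by construction, and 955 genes and 266 bins differed from the wild-type. Of the list calls (12 of 18 on the differences, 11 of 27 on the group means), an estimated correlation left 0 and 0, and gene A+T residuals 3 and 2.

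Leaving out each replicate in turn gave Ter minus Ori of 0.065 to 0.092 in stationary phase and 0.055 to 0.077 after probe A+T correction, where the call was lost without stationary replicate 2 (permutation p = 0.0700). It gave -0.0097 to 0.0061 in mid-exponential phase, -0.094 to -0.067 for mid-exponential minus stationary and -0.10 to -0.075 for ΔhupAB minus stationary. The profile width was 0.17 to 0.20. Genes changed between phases numbered 0 to 548 and bins 0 to 183; genes changed in ΔhupAB 835 to 2300 and bins 225 to 521; genes off the mean in mid-exponential phase 6 to 1325; list calls on group means 7 to 12.

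With the replicate number as a block (replicate block), 488 genes and 213 bins changed between phases, against 0 and 87 without it, and no other main result changed its call. Deviations of same-numbered replicates correlated with r = 0.346 and 0.225 between the wild-type phases, 0.407 and 0.139 between ΔhupAB and stationary phase, and 0.281 between ΔhupAB and mid-exponential phase, where the deviations of 2 replicates mirror each other and both pairs give the same value. Each comparison has 2 pairs and no source gives a shared day, so the numbers are not shown to pair the cultures.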

Differences from the paper's values

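The alternatives named here were set before the data were examined.

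The paper's methods give a replicate correlation of 0.75 or more at 1.1 kb without naming the groups, and its supplementary plot of these correlations covers wild-type replicates only, so the range is not shown to include ΔhupAB. The ΔhupAB replicates had r = 0.566 here, and neither a 4 kb window (0.668) nor a limit of 3 median absolute deviations (0.523) reached the paper's value of 0.75. For the wild-type, the lowest (0.755) and highest (0.868) correlations here matched the paper's.

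For replicates 1 and 3 the paper's value is about 0.81 in Supplementary Figure 2, read by eye, and 0.868 here. For replicates 2 and 3 it is about 0.87, read by eye, and 0.812 here. For replicates 1 and 2 it is about 0.75, read by eye, and 0.755 here. If the numbers of replicates 1 and 2 were exchanged between the figure and the deposited values, all 3 pairs would match. The difference may therefore lie in the numbering alone, which was not settled. The values differed from the figure's for both pairs also with a 4 kb window (0.904 and 0.849) and with the limit of 3 median absolute deviations (0.847 and 0.789).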

Other observations

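The tests on the lowest region were set before their outcomes were seen, but the region itself and the bins named here were chosen after their values were seen.

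Some gene groups showed no common direction in stationary phase. Of 53 genes of the stationary-phase sigma factor regulon, 23 were above the chromosome mean and 14 below (25 and 14 when adjusted over the list alone; camera adjusted p = 0.647), with gabD at -0.48 ± 0.033 and uspB at 0.35 ± 0.14 (SD, n = 3). Of 54 ribosomal protein genes, 19 were above and 9 below (18 and 9 over the list alone; camera adjusted p = 0.484), with rpsL at 0.24 ± 0.060 and rplD at -0.28 ± 0.085 (SD, n = 3). In ΔhupAB against the wild-type, 10 genes of the sigma factor list rose and 15 fell (camera adjusted p = 0.685), and 7 ribosomal protein genes rose and 15 fell (camera adjusted p = 0.256). With the ΔhupAB ratios turned in sign, 7 of the sigma factor list rose and 9 fell (camera adjusted p = 0.772). Of the ribosomal protein genes 5 then rose and 5 fell (camera adjusted p = 0.818). The 7 16S ribosomal RNA genes, whose copies share probes, had a mean of -0.030 ± 0.057 (SD, n = 3).

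Of 21 genes of topoisomerases and nucleoid-associated proteins, 10 were below the chromosome mean in stationary phase and 3 above (the same over the list alone; camera adjusted p = 0.0701, adjusted p = 0.397 with an estimated correlation). They included gyrB, a gyrase subunit, with -0.23 ± 0.050 and mukB, of the condensin complex, with -0.40 ± 0.062; lrp, a global regulator, had 0.29 ± 0.027 (SD, n = 3). In ΔhupAB against the wild-type 7 of them rose and 3 fell (the same over the list alone; camera adjusted p = 0.0642, adjusted p = 0.389 with an estimated correlation), or 3 and 1 with the ΔhupAB ratios turned in sign (camera adjusted p = 0.135). The deleted genes hupA and hupB were not left out of the tests, and their ratios in ΔhupAB cannot measure DNA that is absent. After correction for the A+T content of the genes the list passed in stationary phase (camera adjusted p = 0.0385) and in ΔhupAB against the wild-type (adjusted p = 0.0372). With the A+T content of 1.1 kb neither passed (adjusted p = 0.0754 and 0.0835). The gene hupB had 0.12 ± 0.036 (SD, n = 3), and this call was lost with the A+T content of 1.1 kb (0.059, adjusted p = 0.0894, limma); hns had 0.087 ± 0.15 and did not pass.

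Psoralen binding was lowest in the 10 kb from 280001 to 290000, a cryptic prophage segment of 38.9% A+T with yagE, yagF, yagG, yagH and xynR, at -0.81 ± 0.27 (SD, n = 3) in wild-type stationary phase and 0.095 ± 0.056 (SD, n = 2) in ΔhupAB. The 5 kb A+T fit left -0.31 ± 0.18 (SD, n = 3), below 0 in 3 of 3 replicates and the lowest of all neighbouring pairs of bins. This is -4.23 in SDs of the corrected bins, past the limit set against local A+T content as the whole cause. The fit also left -0.20 and -0.35 in the mid-exponential replicates. But the region was picked as the lowest of the same values, which favours a low residual. How well the fit holds at so low an A+T content was not checked, so this cause is not excluded. With the A+T content of 1.1 kb, yagF (-0.60) and yagG (-0.47) kept their calls in stationary phase. The calls of yagH (-0.25, adjusted p = 0.0673) and xynR (-0.27, adjusted p = 0.0585, limma) were lost. Whether probes that match more than one place contribute was not settled. Of its 2482 probes, 0% have a sequence seen more than once, but only identical sequences at probe positions were counted. A copy elsewhere that is out of step with the probes, or nearly identical, would not be counted. No biological explanation was tested.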
